# RUNX1 Regulates a Transcription Program That Affects the Dynamics of Cell Cycle Entry of Naive Resting B Cells

**DOI:** 10.4049/jimmunol.2001367

**Published:** 2021-12-15

**Authors:** Inesa Thomsen, Natalia Kunowska, Roshni de Souza, Anne-Marie Moody, Greg Crawford, Yi-Fang Wang, Sanjay Khadayate, Chad Whilding, Jessica Strid, Mohammad M. Karimi, Alexis R. Barr, Niall Dillon, Pierangela Sabbattini

## Abstract

RUNX1 is a transcription factor that plays key roles in hematopoietic development and in hematopoiesis and lymphopoiesis. In this article, we report that RUNX1 regulates a gene expression program in naive mouse B cells that affects the dynamics of cell cycle entry in response to stimulation of the BCR. Conditional knockout of *Runx1* in mouse resting B cells resulted in accelerated entry into S-phase after BCR engagement. Our results indicate that Runx1 regulates the cyclin D2 (*Ccnd2*) gene, the immediate early genes *Fosl2*, *Atf3*, and *Egr2*, and the Notch pathway gene *Rbpj* in mouse B cells, reducing the rate at which transcription of these genes increases after BCR stimulation. RUNX1 interacts with the chromatin remodeler SNF-2–related CREB-binding protein activator protein (SRCAP), recruiting it to promoter and enhancer regions of the *Ccnd2* gene. BCR-mediated activation triggers switching between binding of RUNX1 and its paralog RUNX3 and between SRCAP and the switch/SNF remodeling complex member BRG1. Binding of BRG1 is increased at the *Ccnd2* and *Rbpj* promoters in the *Runx1* knockout cells after BCR stimulation. We also find that RUNX1 exerts positive or negative effects on a number of genes that affect the activation response of mouse resting B cells. These include *Cd22* and *Bank1*, which act as negative regulators of the BCR, and the IFN receptor subunit gene *Ifnar1*. The hyperresponsiveness of the *Runx1* knockout B cells to BCR stimulation and its role in regulating genes that are associated with immune regulation suggest that RUNX1 could be involved in regulating B cell tolerance.

## Key Points

- RUNX1 reduces cell cycle and immediate early gene expression in naive B cells.
- BCR stimulation triggers a switch from RUNX1 to RUNX3 binding at cell cycle genes.
- Notch signaling is downregulated by RUNX1 in follicular B cells.

## Introduction

The pioneer transcription factor, RUNX1, is involved in the initiation of hematopoiesis at a very early stage in mammalian development and is required for fetal liver hematopoiesis and maintenance of the correct balance of adult hematopoietic stem cell compartment formation (1–4). In addition to its roles in hematopoiesis, RUNX1 also has critical roles in the early stages of T and B cell development (3, 5). RUNX1 belongs to the runt-related family of transcription factors, which has three members, RUNX1, RUNX2, and RUNX3. The runt-related factors act in conjunction with the non-DNA binding factor, CBFβ, to regulate gene expression in development, cell differentiation, and cancer (reviewed in Ref. 2).

The biological effects of RUNX1 are highly context dependent, and it has been shown to function either as a transcriptional activator or as a repressor through interactions with different cofactors (6). This diversity of function is also reflected in the fact that RUNX1 can act as a tumor suppressor or as an oncogene in different cell types (7). The *RUNX1* gene is involved in multiple translocations that give rise to oncogenic fusion proteins (8). These include the *RUNX1*-ETO fusion, which is the most common cytogenetic abnormality in acute myeloid leukemia (9), and the ETV6-*RUNX1* fusion, which occurs in ∼25% of cases of childhood precursor B cell acute lymphoblastic leukemia (10, 11).

During early B cell development, RUNX1 acts in conjunction with E2A and early B cell factor (EBF) to activate B cell–specific gene expression at the pre-pro-B cell stage (12, 13), and conditional knockout (c-k/o) of *Runx1* in pro-B cells results in a block in the transition from the pro- to the pre-B cell stage (13). In human mature B cells, analysis of the functions of RUNX1 and RUNX3 in EBV-transformed B cells has shown that the EBV transcription factor, EBNA2, enhances expression of RUNX3, resulting in RUNX3-mediated downregulation of *RUNX1* expression (14). Human RUNX1 was also shown to have a growth-inhibitory effect on EBV-transformed cells, which was not observed for mouse RUNX1 because of the absence of a specific N-terminal segment from the mouse protein (15). Despite these results indicating a role for RUNX1 in regulating B cell proliferation, there is very little information about the mechanisms by which this might occur or how RUNX1 affects naive B cell activation in response to antigenic stimulation of the BCR.

In this article, we show that RUNX1 acts in conjunction with the chromatin remodeling complex SNF-2–related CREB-binding protein activator protein (SRCAP) to regulate a gene expression program that affects the timing of entry of mouse resting B cells into S-phase. RUNX1 binds to promoters and distally located elements at key cell cycle and immediate early genes that have a poised epigenetic configuration. c-k/o of the *Runx1* gene in resting B cells results in deregulation of Cyclin D2 and immediate early gene expression, enhanced Notch signaling, and accelerated entry into S-phase in response to BCR stimulation. We also show that RUNX1 is responsible for correct regulation of genes that affect B cell survival, functioning of the BCR, and the response to IFN.

## Materials and Methods

### Mice

The Runx1 c-k/o/Cd23-Cre mice were generated by crossing the Runx1^fl/fl^ mouse line (generously provided by Nancy Speck, University of Pennsylvania) (16) with the Cd23-Cre transgenic mouse line (generously provided by Meinrad Busslinger, IMP Vienna) (17). The CD23-cre transgene is first expressed at the transitional (T) stage, resulting in c-k/o of floxed target genes in mature resting B cells (17). All work involving mice was conducted under the regulations of the British Home Office and was approved by the Imperial College Animal Welfare and Ethical Review Body.

### Spleen and lymph node isolation and splenic resting B cell purification and activation

Spleens and cervical lymph nodes were isolated from 6- to 10-wk-old C57B6 mice and homogenized through a sieve in B cell culture medium (RPMI-1640 [Lonza], 10% FCS [Sigma], 0.1 U/ml penicillin [Lonza], 0.1 μg/ml streptomycin [Lonza], 2 mM l-glutamine [Lonza], and 50 μM 2-ME [Life Technologies]). For large-scale preparations for chromatin immunoprecipitation (ChIP) sequencing (ChIP-seq), the cell suspension was centrifuged on a Ficoll-Paque (GE Healthcare) cushion, and the buffy coat layer was resuspended at a concentration of 1× 10^8^ cells/ml in PBS + 2% FCS/1 mM EDTA. Resting B cells were isolated using the EasySep Negative Selection Mouse B Cell Isolation Kit (STEMCELL Technologies), which depletes for non-B cell markers and activated CD43^+^ B cells. For activation, purified resting B cells were cultured at a density of 1.5–2 × 10^6^/ml in B cell culture medium supplemented with 25 mg anti-IgM Ab (Millipore) and 2 ng/ml IL-4 (PeproTech) for 20 h. LPS (Sigma) was then added to a final concentration of 25 μg/ml followed by incubation for 1–6 h. A concentration of 25 μg/ml LPS for 34 h was used for LPS-only activation. Incubation with anti-IgM (25 μg/ml) + IL-4 (2 ng/ml) + anti-CD40 (20 μg/ml; ENZO) for 26 h was used to provide costimulatory activating conditions. For cell viability assays in the presence of BAFF, purified resting B cells were incubated in culture medium with soluble BAFF (1 mg/ml; ENZO) for 72 h. For γ-secretase inhibition experiments, resting B cells were precultured in B cell culture medium with 20 μM DAPT (Sigma) or with vehicle (DMSO) for 4 h followed by addition of anti-IgM + IL-4.

### FACS analysis

Cells (1× 10^6^) were collected by centrifugation and washed twice in PBS/2% FCS, and the cell pellet was resuspended in 100 μl of PBS/2% FCS. Fluorophore-conjugated surface marker Abs were added at a 1:100 dilution and incubated on ice for 20 min. Cells were washed in PBS/2% FCS and resuspended in PBS/2% FCS for analysis on a BD LSR II Flow Cytometer. The Abs used in the FACS analysis were as follows: CD21-FITC (553818) BD Biosciences Rat, CD23-PE (561773) BD Pharmingen Rat, CD23-Pacific blue (101616) BioLegend Rat, IgD-allophycocyanin (405713) BioLegend Rat, IgM-PE-Cy7 (406513) BioLegend Rat, B220-Pacific blue (558108) BD Biosciences Rat, B220-PE (553089) BD Biosciences Rat, and CD22-PE (BD 553384). The LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Thermo Fisher Scientific) was used to distinguish between live and dead cells. Data were analyzed with FlowJo software. The gating strategy was that cells were initially gated for live lymphocytes followed by analysis of B220^+^ cells.

### FITC Annexin V/Dead Cell Apoptosis Kit

Cells (1 × 10^6^) were collected by centrifugation and washed in ice-cold PBS. A FITC Annexin V/Dead Cell Apoptosis Kit (Invitrogen), containing FITC-conjugated Annexin V and propidium iodide (PI), was used to analyze the rate of apoptosis and death in cells. Cells were analyzed on a BD LSR II Flow Cytometer.

### Cell cycle analysis by PI staining

Cells (1 × 10^6^) were collected by centrifugation and washed with PBS/2% FCS. The cell pellet was resuspended in 50 μl of PBS/2% FCS. A volume of 500 μl of ice-cold 70% ethanol was added to the cell suspension, followed by 10-min incubation on ice. The sample was centrifuged and washed twice in PBS/2% FCS. The pellet was resuspended in 50 μl of PBS/2% FCS and incubated for 30 min in the dark in 500 μl of PI solution (PBS, 0.05 mg/ml PI [Sigma], 0.05% Nonidet P-40 [Sigma], and 1 μg/ml RNase A [Sigma]). Samples were analyzed on a BD LSR II Flow Cytometer (BD Biosciences).

### RNA analysis

B cells (3 × 10^6^) were pelleted by centrifugation and resuspended in 0.3 ml of TRIzol (Thermo Fisher Scientific), and RNA spike-in (generated by in vitro transcription; sequence is available on request) was added at a concentration of 0.1 ng/1 × 10^6^ cells. After RNA purification using the RNeasy mini kit (Qiagen), reverse transcription of 200 ng of RNA was carried out using the SuperScript II reverse transcriptase kit (Thermo Fisher). Real-time quantitative PCR (RT-qPCR) analysis was carried out using the SensiMix SYBR No-Rox kit (Bioline). Primer sequences and PCR conditions are available on request. RNA levels were normalized using the following equation: (Gene 2^−Ct^/spike 2^−Ct^) = gene expression relative to spike.

### RNA sequencing

B cells (30 × 10^6^) were lysed in 1 ml of TRIzol, and 30 μl of 1:100 diluted ERCC RNA Spike-In Mix (Ambion) was added to each lysate. RNA was isolated and eluted in a final volume of 20 μl. One microliter of each sample was used for quality and concentration analysis on a 2100 Bioanalyzer using the RNA 6000 Nano kit (Agilent). A total of 500 ng of RNA was used to prepare each mRNA library. PolyA RNA selected RNA Libraries were generated by the MRC London Institute of Medical Sciences Core Genomics Facility using the TruSeq Stranded mRNA Library Prep Kit (Illumina). Paired-ended sequencing was performed on an Illumina HiSeq 2500 sequencer. The reads were aligned to mouse genome mm9 using Tophat2 with default parameters and gene annotation from Ensembl version66. Genome-wide coverage of the RNA sequencing (RNA-seq) datasets was generated as bedGraph files using BEDTools and converted to Bigwig files. Read counts on genes were computed using featureCounts function in Rsubread R package. Differentially expressed genes (DEGs) were identified using DESeq2 considering the covariates of interest and factors of unwanted variation computed using RUV-seq.

### Gene set enrichment analysis

Mouse gene symbols were converted to human gene symbol using Ensembl Biomart gene set enrichment analysis (GSEA 2.2.0) was then performed with GseaPreranked tool using Hallmark and C2 Canonical Pathway gene sets.

### Quantitative single-cell imaging

Cells (60,000/well in 20 μl) were deposited in 384-well plates (CellCarrier 384-ultra; Perkin Elmer) coated with 0.01% polylysine and processed as follows: spin 800 × *g* for 1 min; fixation in 2% paraformaldehyde/PBS for 15 min at room temperature; 3× 3-min wash with PBS; permeabilization with 0.3% Triton X/PBS for 15 min; 3× 3-min wash with PBS; blocked overnight with 0.2% fish gelatin (Sigma)/5% horse serum/PBS (block solution); first Ab staining in block for 1 h at room temperature. Then, 2× 3-min wash with PBS/0.2% fish gelatin and 1× 3-min wash with PBS; second Ab staining in block for 1 h at room temperature. Finally, 1× 3-min wash with PBS/0.2% fish gelatin and 1× 3-min wash with PBS; Hoechst staining for 15 min at room temperature (in PBS, 5 μg/ml final); 2× 3-min wash with PBS. Cells were kept in PBS/0.05 Na azide and sealed with foil at 4°C. Fixed and immunostained cells were imaged on the Operetta HCS CLS (PerkinElmer) with a 40× water immersion objective, NA 1.1. Quantitative, automated image analysis was performed using Harmony software (PerkinElmer). Nuclei were detected and segmented based on Hoechst intensity, and nuclei touching the edge of the field were filtered out. Clumps of nuclei and dead nuclei were excluded based on nuclear area and Hoechst intensity such that only single nuclei were included in the analyses. The intensity of nuclear proteins was quantified using the nuclear segmentation mask. Due to B cells having a very small cytoplasm, intensities of cytoplasmic proteins were quantified by segmenting a ring around the edge of the nuclear segmentation mask and three pixels wide (referred to as the “ring region”). Single-cell and average well data were plotted using Prism 8 software (GraphPad).

### ChIP and ChIP-seq

ChIP analysis of resting B cell was performed on formaldehyde-fixed cells as for ChIP-seq described by Sabbattini et al. (18), with the following Abs: RUNX1 (ab23980; Abcam), SRCAP (NBP145244; Novus Biologicals), H3K27me3 (9733S; NEB), RING1B (D139-3; MBL), RUNX3 (ab135248; Abcam), BRG1 (ab110641; Abcam), H2A.Z (ab150402; Abcam), Normal Rabbit IgG (2729S; Cell Signaling Technologies), and H3K4me3 (07-473; Merck Millipore). Quantitative PCR (qPCR)-ChIP was carried out using the SensiMix SYBR No-Rox kit (Bioline). Primers and conditions are available on request. For ChIP-seq, 5 ng of ChIP/Input DNA was used to prepare libraries using the NEBNextUltra II DNA Library Prep Kit following the manufacturer’s recommendations. Libraries were sequenced on an Illumina Hiseq2500 (v4 chemistry). ChIP-seq tracks represent pooled sequences from three independent replicates, with the exception of the SRCAP track, which was generated from two independent replicates. Paired-end reads were aligned to University of California Santa Cruz (UCSC) mm9 mouse genome (https://emea.support.illumina.com/sequencing/sequencing_software/igenome.html) using bowtie2 (2.3.4). Single-end reads were aligned to mm9 mouse genome with BWA (0.7.5a). Aligned reads were sorted and converted to bam files by samtools (1.6). Duplicated reads were removed by Picard MarkDuplicates tool (1.9; Picard Toolkit, 2019) after merging the biological replicates with samtools. Read profiles were normalized to reads per million with bedtools, and bedGraphToBigWig obtained from UCSC. The UCSC reads per million tracks were generated for visualization on UCSC genome browser. Peak calling was performed on the ChIP-seq samples using corresponding input samples with MACS v1.4.1 with a *p* value threshold of 10^−5^, and peaks were selected that were present in at least two ChIP-seq replicates (19). RUNX1 peaks identified in this way were then annotated to genes located within 50 kb on either side of the peaks (20). This analysis was performed using R (version 4.1.0) and Bioconductor (version 3.13).

### RNA polymerase II, H3K4me1, and H3K27ac ChIP-seq datasets

RNA polymerase II (RNA Pol II) binding data for resting B cells was downloaded from the Short Read Archive (accession numbers SRR955859, SRR955860, SRR955861) (21). The IgG control data for resting B cells were downloaded from Gene Expression Omnibus under accession number GSE24178 (20). Replicates were merged for downstream analysis. The ChIP-seq data with read length of 50 bp were aligned to the mouse reference genome mm9 using Bowtie (version 1.1.1). Normalized custom tracks in bigwig format were then prepared using deepTools (version 3.2.1) and visualized in UCSC genome browser.

H3K4me1 and H3K27ac ChIP-seq datasets for mouse splenocytes were downloaded from the ENCODE Consortium dataset (https://encode.org).

### Proximity ligation assay

Proximity ligation assays (PLAs) were performed with the Duolink in situ PLA kit (goat and rabbit probes; Sigma) following the manufacturer’s instructions. Images were collected by confocal microscopy using an SP5 microscope (Leica Microsystems, Wetzlar, Germany) and LAS-AF software. The following Abs were used: RUNX1 (ab23980), RUNX1 (ab35962), SRCAP (NBP145244), and SRCAP (ab9948).

### Immunofluorescence

Immunofluorescence was carried out as described by Sabbattini et al. (22).

### Western blotting

Cells were sonicated (MSE Soniprep150, 5 times 30 s on/30 s off, 14-μm amplitude), subjected to SDS-PAGE, transferred to nitrocellulose membranes, and blocked with 5% dry milk (BSA) for 1 h at room temperature. Membranes were incubated overnight with the primary Ab diluted in 0.5% milk at 4°C. They were then washed 3× for 10 min, incubated with the appropriate secondary Ab for 1 h at room temperature, washed 3× for 10 min, and developed using Millipore Crescendo ECL (Merck).

### Statistics

Statistical analysis was carried out using GraphPad Prism.

### Data availability

RNA-seq and ChIP-seq data generated for this study have been deposited at the Gene Expression Omnibus under accession GSE162704 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162704).

## Results

### *Runx1*-knockout resting B cells are hyperresponsive to BCR stimulation

Mice that had the *Runx1* gene conditionally in activated in resting B cells (*Runx1* c-k/o) were generated by crossing a CD23-cre transgene (17) with a *Runx1* allele that has intronic LoxP sites flanking exon 4 of *Runx1* (16) (see *Materials and Methods*). The *Runx1* c-k/o mice lacked RUNX1 protein at the mature resting B cell stage (Supplemental Fig. 1A). Control CD23-Cre-only mice (henceforth referred to as “Cre-only”) expressed RUNX1 in resting B cells and showed a gradual reduction in RUNX1 levels after activation with anti-IgM + IL-4 (Supplemental Fig. 1A). The expression profile of the Runx paralogue, RUNX3, which is upregulated after 18 h of B cell activation, was unchanged in the knockout B cells (Supplemental Fig. 1B). The *Runx1* c-k/o mice had spleens and lymph nodes of apparently normal size, but FACS analysis of the pan-B cell marker B220 showed reductions in the number of B cells in spleen (Fig. 1A, top left panel) and in lymph nodes (Fig. 1C, top left panel). A similar reduction was observed in the number of resting B cells that could be isolated from the Runx1 c-k/o spleens (Fig. 1A, top middle panel).

**FIGURE 1.**
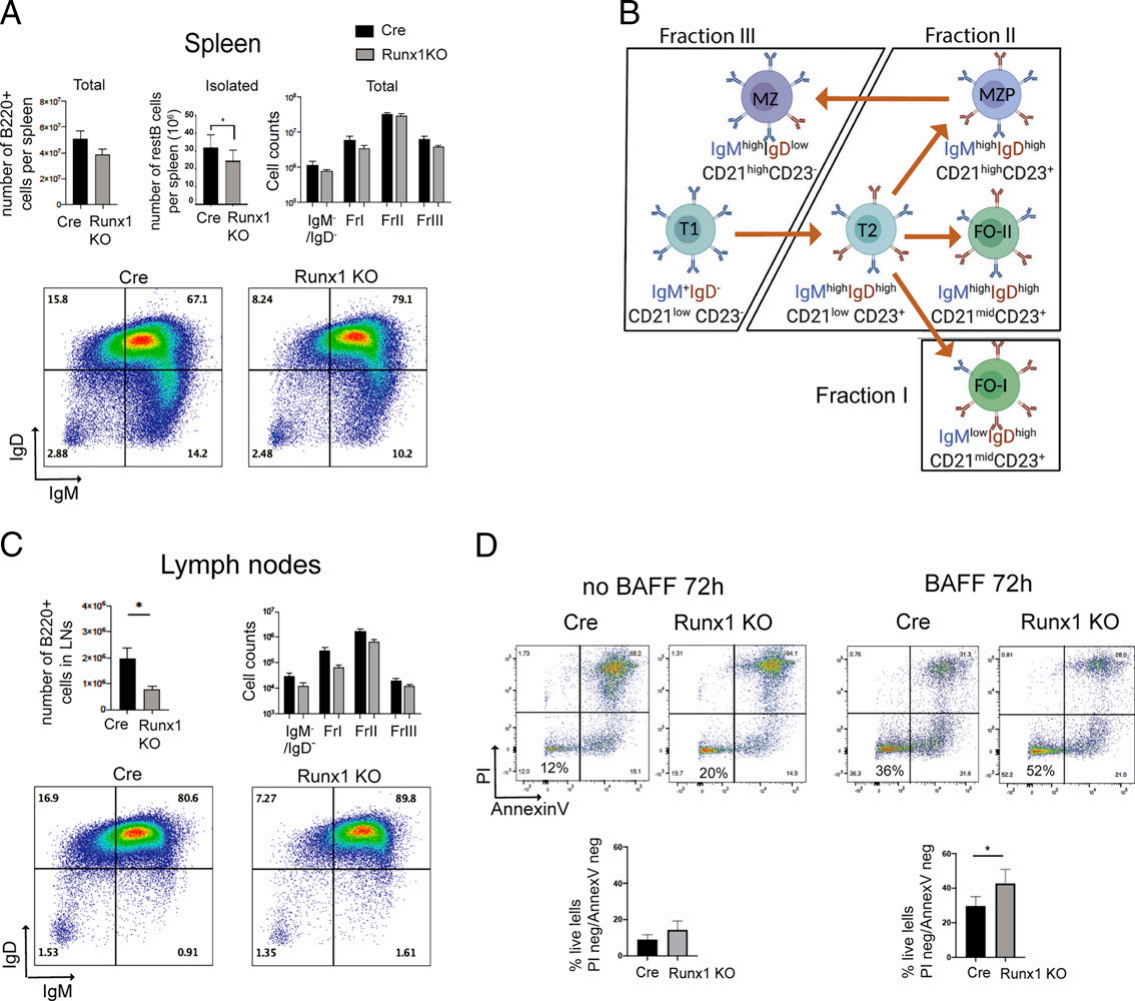
*Runx1* knockout affects responsiveness of B cells to BCR stimulation. (**A**) Top panel shows number of B220^+^ cells per spleen in CD23-cre and Runx1 c-k/o (Runx1 KO) mice (left), number of resting B cells isolated from spleens (middle), and the numbers of fraction I–III B cells and IgD^−^IgM^−^ cells (right) in the spleens of Cd23-Cre and Runx1 c-k/o mice. Bottom panel, FACS plot for splenic B220^+^ B cells showing staining for surface IgM and IgD expression. Numbers show fractions of cells based on gating for levels of IgM and IgD. Plots are representative of three Runx1 c-k/o and three control CD23-Cre spleen analyses. Percentages of total live cells for each gate are shown. (**B**) Schematic representation of the cells in fractions I–III (23, 24). (**C**) Top left panel, The percentage of B220^+^ B cells in cervical lymph nodes. Top right panel, Mean numbers of fraction I–III B220^+^ B cells in lymph nodes. Bottom panel, FACS plot of lymph node B220^+^ B cells gated according to levels of IgM and IgD surface expression. (**D**) Effect of BAFF on survival of Cre and *Runx1* c-k/o resting B cells. The cells were incubated with and without BAFF for 72 h (see *Materials and Methods*), and levels of apoptosis were assessed by staining for Annexin V and PI. Top panels show representative FACS plots, and bottom panels show numbers of cells that were negative for both markers. For (**A**), (**C**), and (**D**), values are mean ± SEM. *p ≤ 0.05, Student *t* test, *n* = 3. FO-I, type I follicular; FO-II, type II follicular; MZP, MZ precursor; T1, transitional type 1; T2, transitional type 2.

To assess the relative proportions of B cell subpopulations in the *Runx1* c-k/o mice, we stained total splenocyte and cervical lymph node cell populations for B220, IgM, IgD, CD23, and CD21, and we analyzed staining profiles by FACS. B cells were identified by gating for B220 staining, and the relative proportions of IgD^high^/IgM^low^ (fraction I), IgD^high^/IgM^high^ (fraction II), and IgD^low^/IgM^high^ (fraction III) (23, 24) (Fig. 1B) were measured (Fig. 1A, 1C, top right and bottom left and right panels). T (CD23 ^low^/CD21^low^), follicular (FO; CD23^high^/CD21^midhigh^), and marginal zone (MZ; CD23^low^/CD21^high^) B cells were also identified among the B220^+^ cells from spleen on the basis of CD23 and CD21 staining (Supplemental Fig. 1C, left panel) and based on gating on CD21 and CD23 in total spleen cell populations (Supplemental Fig. 1D). The analysis showed that there was relatively little change in the proportions of fractions I, II, and III in the spleens of *Runx1* c-k/o mice (Fig. 1A, 1B). However, a trend toward increased numbers of MZ cells was observed in the knockout spleens (Supplemental Fig. 1C, left panel, and 1D). Increased surface IgD was also observed on MZ cells (Supplemental Fig. 1C, right panel). We conclude from these results that B cell numbers were reduced in the Runx1 c-k/o mice, but the relative proportions of the B cell subsets were not substantially altered.

CD21 is a component of the BCR costimulator complex, and a significant increase in CD21 surface levels was identified in the Runx1 c-k/o mice on B cells (B220^+^) in spleen and lymph nodes (Supplemental Fig. 1E, 1F). In the spleen, this increase was observed for fraction II, but not for fractions I and III (Supplemental Fig. 1G, 1H). It is likely that the significant increase in the number of CD21^high^ B cells in fraction II is caused by an overall increase in the expression of CD21 in FO B cells, rather than being caused by the relatively small increase that was observed in the proportion of MZ cells. This conclusion is supported by the observed increase in CD21 surface levels on the B cells in lymph nodes, which contain FO cells but lack MZ and MZ precursor cells (Supplemental Fig. 1F).

The lower overall number of B cells in the *Runx1* c-k/o spleens could be a result of reduced survival of the naive mature B cells. However, splenic resting B cells isolated from the *Runx1* c-k/o mice showed increased survival after 72-h incubation with BAFF compared with Cre-only cells (Fig. 1D). The results indicate that survival of naive B cells is enhanced by the Runx1 c-k/o. Another possible explanation for the reduced number of B cells could be that the mature splenic B cell pool is depleted by increased responsiveness to antigenic stimulation (25). We therefore set out to investigate whether the *Runx1* c-k/o B cells have an altered response to activating stimuli.

Incubation of resting B cells with anti-IgM has been shown to stimulate the BCR response (26), resulting in entry of the cells into G_1_ within 24 h of the start of the incubation, with entry into S-phase occurring by 48 h (27, 28). Treatment of resting B cells with LPS alone has been reported to result in a limited activation response by the FO mature B cells that make up 95% of the resting B cell population, because of FO mature resting B cells having a limited capacity to respond to TLR stimulation (27). However, cells that have been prestimulated with anti-IgM respond rapidly to LPS stimulation (29). This allowed us to induce a controlled progression of purified Cre-only and *Runx1* c-k/o resting B cells to the G_1_/S transition stage of the cell cycle by incubating the cells for 20 h with anti-IgM + IL-4 followed by a time course of LPS treatment for 1–6 h. Staining of the cells with PI (Fig. 2A) showed a mean increase of ∼3-fold, from 15 to 45%, in the proportion of *Runx1* c-k/o B cells that had progressed into S-phase compared with Cre-only cells after 4 h of LPS stimulation and a 2-fold increase from 30 to 60% after 6 h of stimulation (Fig. 2A). These results indicate that the *Runx1* c-k/o resting B cells were in a hyperresponsive state after stimulation of the BCR with anti-IgM + IL-4 that caused them to respond rapidly to TLR stimulation with LPS. In contrast, Cre-only resting B cells showed a significantly slower response to stimulation under the same conditions.

**FIGURE 2.**
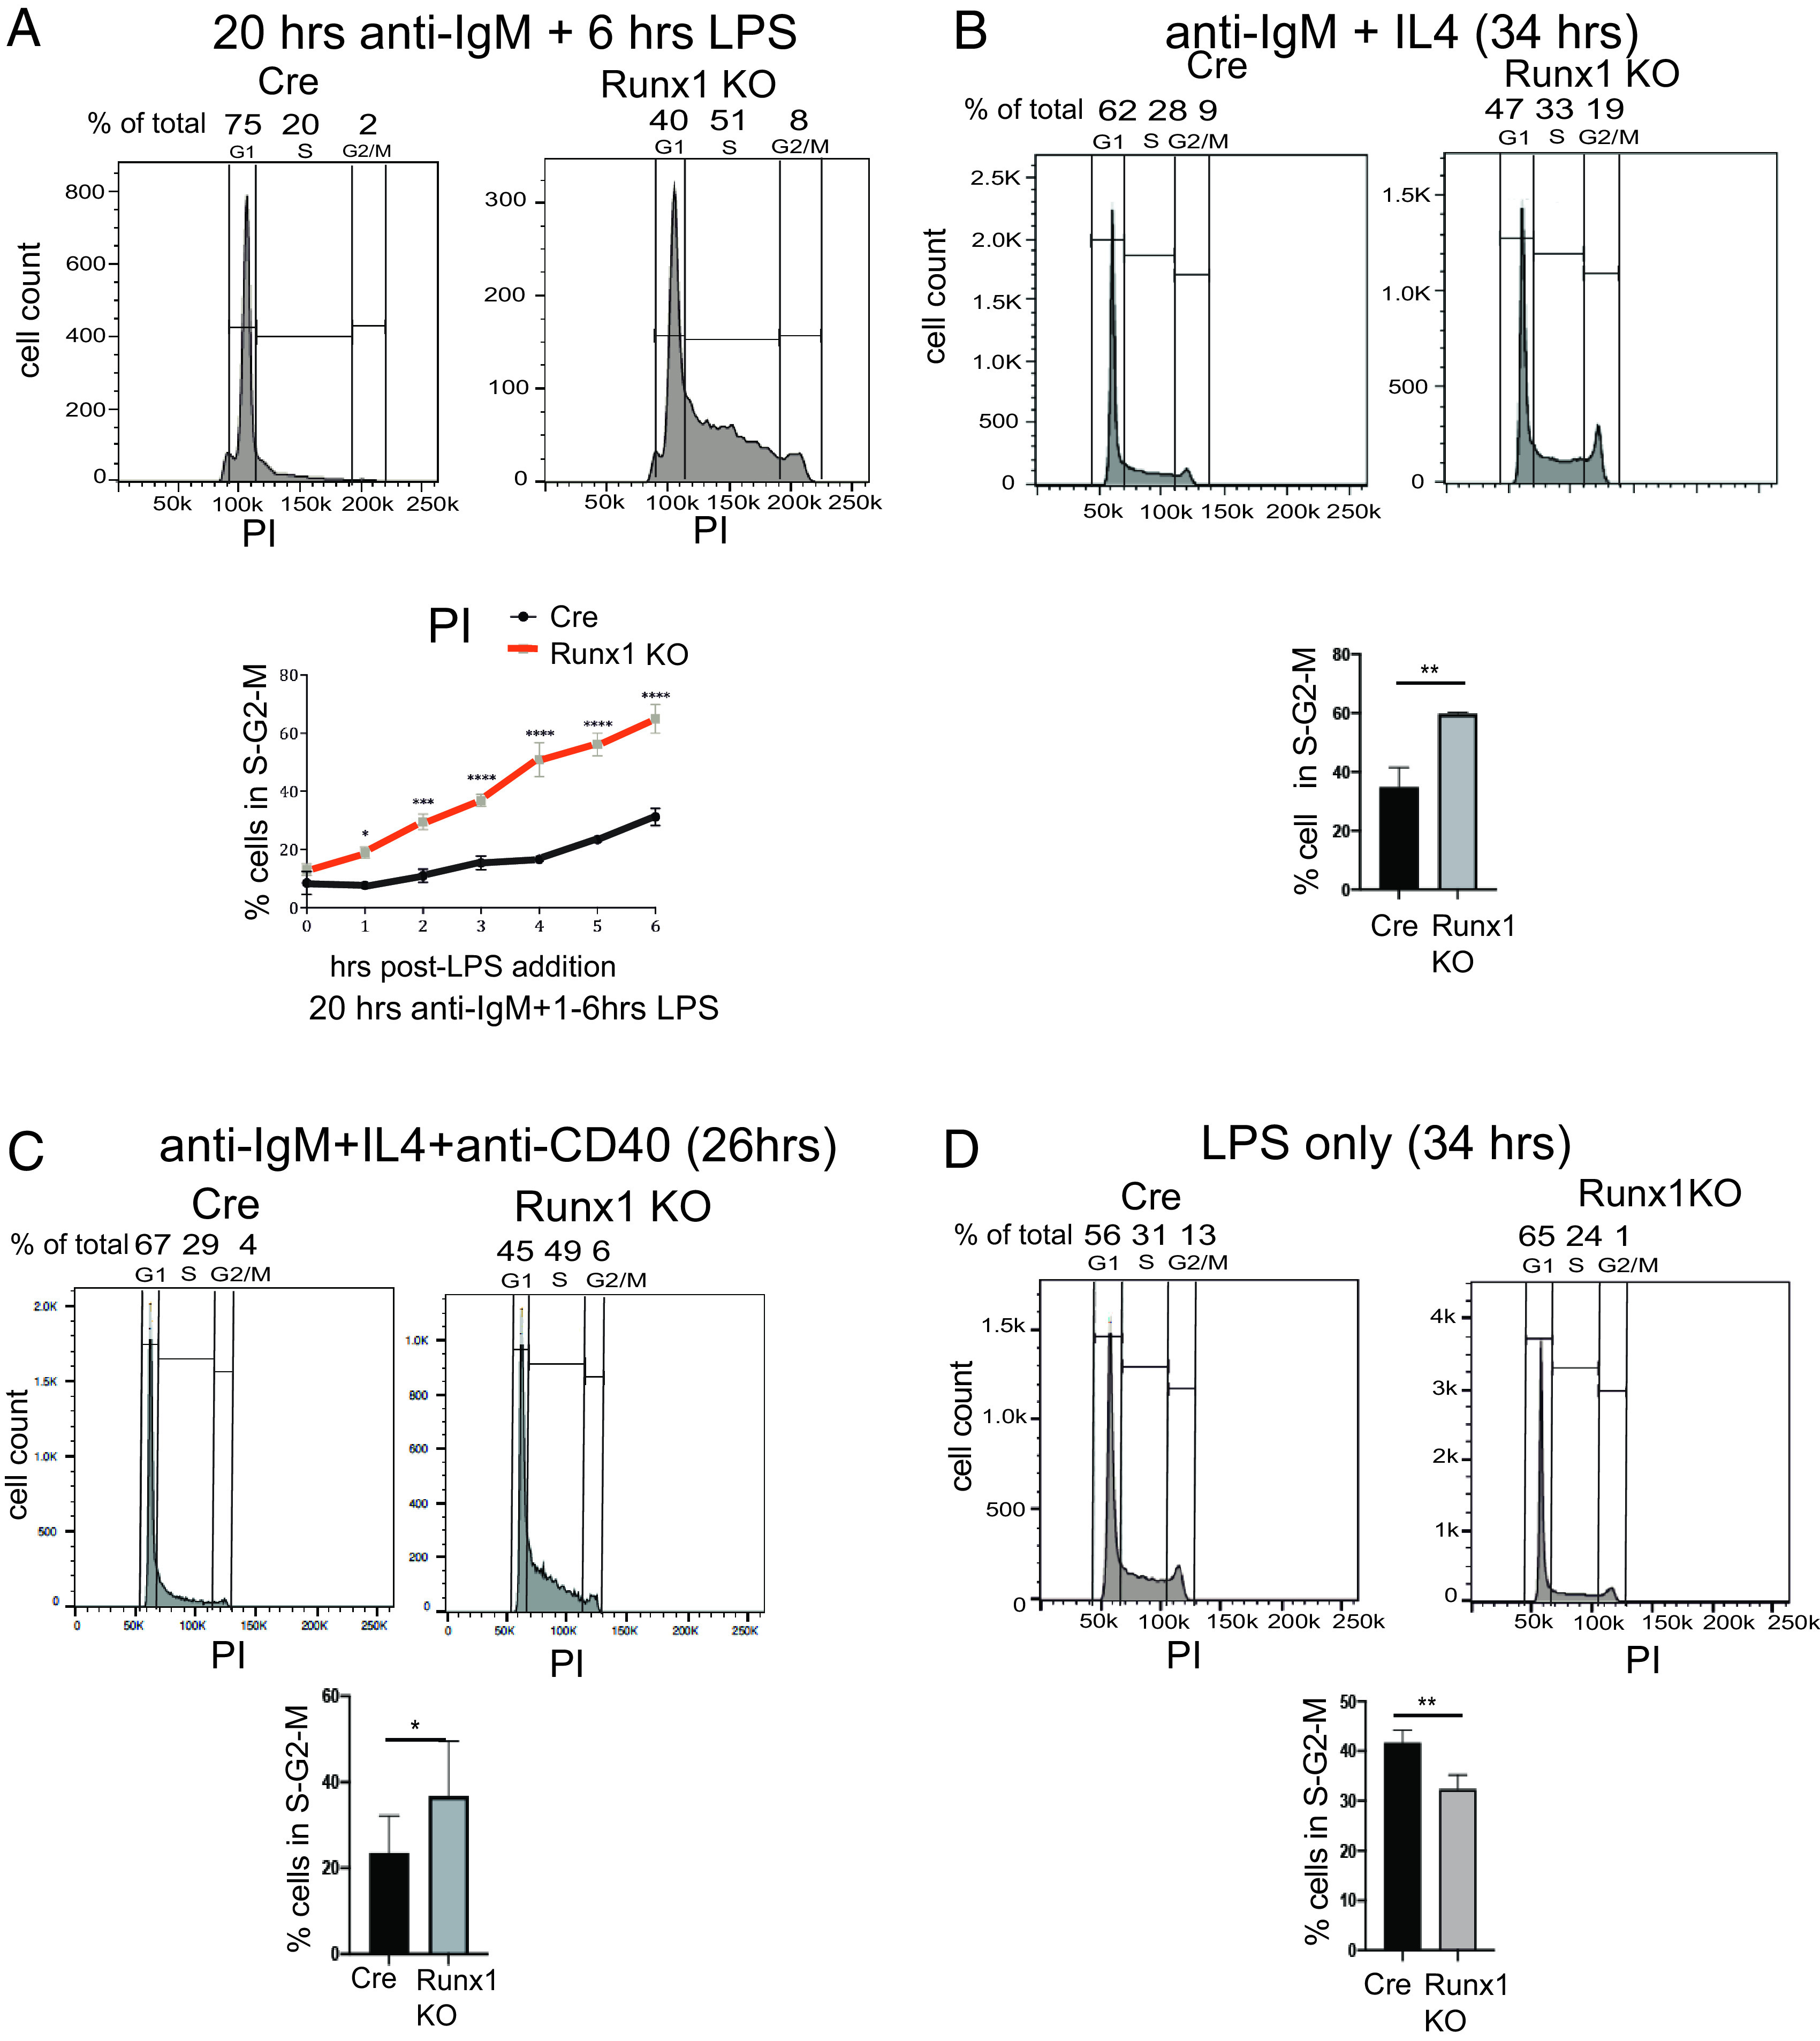
Accelerated entry of *Runx1* knockout resting B cells into S-phase in response to BCR stimulation. (**A**) Top panel, Representative FACS analysis of PI-stained Cre-only and Runx1 c-k/o B cells after 20-h treatment with anti-IgM followed by treatment with LPS for 6 h. Bottom panel, Plot showing percentage of cells in S/G_2_/M after 20-h stimulation with anti-IgM followed by 0–6 h of LPS treatment. Cells were fixed, and DNA content was measured by PI staining and FACS analysis. (**B** and **C**) Effect of the *Runx1* knockout on S-phase entry of resting B cells after stimulation of control CD23-cre (Cre) and *Runx1* c-k/o resting B cells with anti-IgM + IL-4 for 34 h (B) and costimulation with anti-IgM + IL-4 + anti-CD40 for 26 h (C). Proportions of cells in G1/S/G_2_-M were measured by PI staining as in (Fig. 1D. Top panels show representative FACS analyses. (**D**) Top panel, Representative FACS analysis carried out as in (A) on PI-stained Cre and Runx1 c-k/o B cells that had been incubated with LPS only for 34 h. Bottom panel, Percentage of cells in S/G_2_/M. (A–D, bottom panels) Mean ± SEM. *p ≤ 0.5, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001, Student *t* test. *n* = 3.

To further characterize the effect of the *Runx1* knockout on cell cycle entry, we incubated the cells for longer periods with a number of different activating agents. Treatment with anti-IgM alone or with anti-IgM + IL-4 for 34 h resulted in significantly increased numbers of cells in S/G_2_/M, but with reduced numbers of cells overall in the anti-IgM alone incubation because of the increased cell survival in the presence of IL-4 (Fig. 2B, Supplemental Fig. 2A). We also tested the effect of costimulation of *Runx1* c-k/o resting B cells with anti-IgM + IL-4 and anti-CD40. After 26 h of costimulation, the mean percentage of cells in S/G_2_/M was increased from 24 to 37% (Fig. 2C). This result provides evidence that RUNX1 acts to downregulate naive B cell responses that occur through the BCR under conditions of T cell–mediated costimulation. In contrast with their hyperresponsiveness to anti-IgM and to costimulation with anti-IgM and anti-CD40, Runx1 c-k/o B cells were significantly less responsive to stimulation for 34 h with LPS alone than the Cre-only cells (Fig. 2D). Our results imply that RUNX1 downregulates BCR-mediated activation of FO B cells, altering the balance of activation via the BCR and the TLRs.

### RUNX1 antagonizes BCR-mediated upregulation of genes that affect cell cycle progression

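Resting B cells were purified from the spleens of Runx1 c-k/o mice and of control mice carrying the CD23-Cre transgene alone (Cre-only). RNA was sequenced before activation and after 3 h of incubation with anti-IgM and IL-4, with 3 biological replicates in each of the 4 groups. The authors made stranded, poly(A)-selected libraries, aligned the paired reads to mouse genome mm9 with Tophat2 and counted them on Ensembl genes with featureCounts. The deposited values are these read counts per gene, without normalization and without counts on the ERCC spike-in RNA that the authors added. Between 14442251 and 23641552 reads per sample were counted on genes. The median total was 16823236 in resting and 16227349 in 3-h Cre-only cells, and 15556834 in resting and 17550148 in 3-h Runx1 c-k/o cells. The smallest level that 3 counts can show at these totals was between 0.127 and 0.208 CPM (counts scaled to a common library size) before normalization, a floor that covers counting error only. Of the 37991 genes counted, the 13538 kept by edgeR's filter on low counts were tested. Counts were normalized for library size by edgeR's TMM method, with factors from 0.886 to 1.07. All 12 samples were fitted together as 4 groups, and the genotypes were compared at each time by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sample labels and the paper's text name no library or sequencing batch.
Runx1 (ENSMUSG00000022952) lies on the minus strand of chromosome 16 of mm9 from 92601712 to 92826311, where the gene Gm16801 overlaps it on the other strand. The exon numbered 4 in its transcripts with 8 exons lies from 92689221 to 92689377, and in other transcripts that hold it the same exon is number 2 or 3. The counts cover all exons of the gene and do not separate this one. Runx1 was at 83.6, 81.8 and 86.7 normalized CPM in replicates 1, 2 and 3 of the resting Cre-only cells and at 101, 95.7 and 103 in those of the resting Runx1 c-k/o cells. After 3 h the values were 38.5, 37.0 and 34.9 in Cre-only and 47.3, 70.6 and 74.5 in Runx1 c-k/o cells. The log2 fold change between Runx1 c-k/o and Cre-only cells was 0.25 at rest (standard error 0.135, edgeR adjusted p = 0.548). At 3 h it was 0.80 (standard error 0.138, edgeR adjusted p = 0.00769). With one factor of unwanted variation in the fit, the resting value was 0.34 (edgeR adjusted p = 0.0137); the adjusted p was under 0.05 in 2 of 14 alternatives, both with this factor, and ran from 0.222 to 0.808 in the others. With only the 3-h samples in the fit, the 3-h value was 0.82 (edgeR adjusted p = 0.0990), and its adjusted p was under 0.05 in the 13 other alternatives, from 2.15e-27 to 0.0434.

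**Figure D1:**
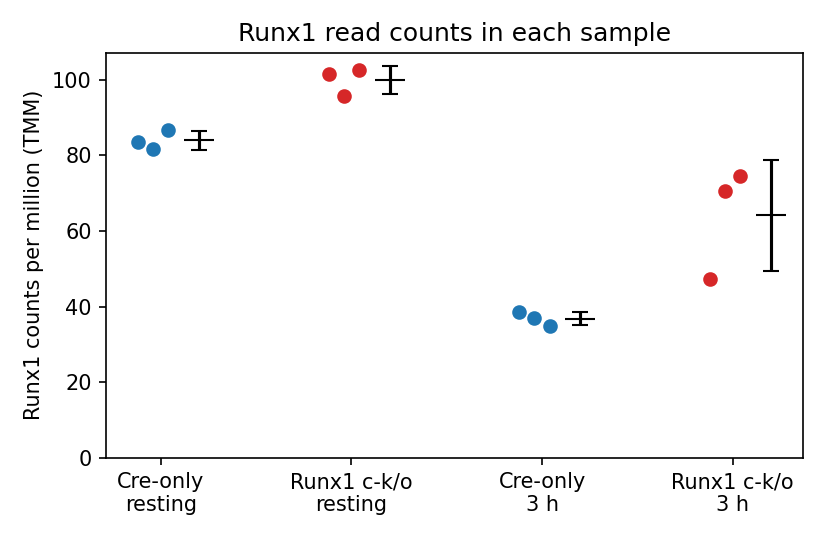
Runx1 in the 12 samples, in normalized CPM on the vertical axis, by group on the horizontal axis; points are replicates and bars the mean ± SD (n = 3). The group means are 84.0 in resting and 36.8 in 3-h Cre-only cells, and 99.9 in resting and 64.1 in 3-h Runx1 c-k/o cells, where replicate 1 lies lowest.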

To investigate the reasons for the enhanced responsiveness of the *Runx1* c-k/o resting B cells to BCR stimulation, we used RNA-seq to analyze global gene expression patterns in *Runx1* c-k/o and Cre-only B cells at the resting B cells stage and after 3-h incubation with anti-IgM + IL-4. 

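At an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 202 genes differed between Runx1 c-k/o and Cre-only cells at rest, 99 of them higher and 103 lower in the knockout. After 3 h 375 genes differed, 199 higher and 176 lower. At an unadjusted p under 0.05 the counts were 1496 and 2194. Over all tested genes, the 3 samples of one genotype all lay above the 3 of the other in 23.7% at rest and in 21.8% at 3 h, an arrangement that chance gives in 10% of genes. The alternative that moved these counts most was DESeq2 with one factor of unwanted variation, which gave 585 and 1284 genes. With only the 2 groups compared in the fit, 223 and 158 genes passed. The fit of all samples shares its estimate of spread across the 4 groups. Variances were larger in Runx1 c-k/o than in Cre-only samples (ratio of medians 4.44 at rest and 7.70 at 3 h). The p-values and standard errors do not allow for this inequality. With each replicate left out in turn, between 81 and 140 genes passed at rest and between 180 and 617 at 3 h. The difference between genotypes itself changed between rest and 3 h in 11 genes at the same adjusted p. With a block for each replicate number within each genotype, chosen after seeing the data, it did so in 4 genes.
Dmwd (ENSMUSG00000030410), on chromosome 7 from 19661598 to 19668125, had the smallest adjusted p among the genes higher in the knockout at both times. It rose from 8.85 ± 1.86 normalized CPM in resting Cre-only cells (SD, n = 3) to 129.6 ± 7.29 in resting Runx1 c-k/o cells (SD, n = 3), a log2 fold change of 3.88 (standard error 0.169, edgeR adjusted p = 3.74e-07). After 3 h its log2 fold change was 4.43 (standard error 0.197, edgeR adjusted p = 4.86e-07). At rest it was followed by Dab2ip, with a log2 fold change of 1.99, Lrig1 with 2.92, Ifnar1 with 1.35 and Rhobtb1 with 2.31, all with an edgeR adjusted p of 9.43e-05 or less. The genes lower in the resting knockout cells with the smallest adjusted p were Prss12, Plcxd2, Eya1, Slc2a3 and St8sia6, with an edgeR adjusted p of 0.000680 or less. The log2 fold change was -2.55 for Plcxd2, -1.92 for Eya1, -0.91 for Slc2a3 and -1.48 for St8sia6. Slc2a3 is overlapped by Gm4482 on the same strand. Prss12 had 37, 19 and 22 counts in the resting Cre-only samples and 2, 1 and 1 in the resting Runx1 c-k/o samples, at or under the floor of 3 counts. At 3 h Dab2ip was higher by 2.52 on the log2 scale, Cd200 by 1.80, Cd47 by 1.19 and Gm9855 by 4.60, with an edgeR adjusted p of 2.60e-05 or less. Gm9855 is annotated as a pseudogene, so its reads can come from near-identical copies. The log2 fold changes at 3 h were -2.90 for Cables1, -2.02 for Eya1, -1.57 for Daam1 and -1.15 for Gpr171, with an edgeR adjusted p of 0.000199 or less.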

The analysis showed that a total of 167 genes were upregulated and 187 genes were downregulated in the Runx1 c-k/o resting B cells, and 409 genes were upregulated and 277 genes downregulated in the Runx1 c-k/o B cells after 3 h of stimulation with anti-IgM + IL-4 (adjusted *p* < 0.05) (Fig. 3A, Supplemental Fig. 2C, Supplemental Tables I and II). 

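All 13538 tested genes were ranked by the signed statistic of the edgeR test at 3 h, and the ranks were compared with Reactome sets of mouse genes by preranked GSEA with 10000 permutations of the gene labels. A positive normalized enrichment score (NES) means that the genes of a set ranked higher in Runx1 c-k/o than in Cre-only cells. As the permutations exchange genes and not samples, the adjusted p of a set does not by itself speak for a difference between genotypes. When the 3-h samples were split 3 against 3 in other ways, 4 to 6 of the 9 Reactome sets had an adjusted p under 0.05. Among the 9 sets tested at 3 h, the set for translation, with 147 tested genes, had an NES of 3.26 (permutation test, Benjamini-Hochberg adjusted p = 0.000648, the smallest that the permutations can give). The translation set already ranked higher at rest, with an NES of 2.66 (permutation test, adjusted p = 0.000703), and of 1.82 without replicate 2 of the resting Runx1 c-k/o cells. The G1-S transition set, with 97 tested genes, had an NES of 1.16 (permutation test, adjusted p = 0.246). The S-phase set had 115 tested genes and an NES of 1.13 (permutation test, adjusted p = 0.247). The set for signaling downstream of the BCR had 122 tested genes and an NES of 1.34 (permutation test, adjusted p = 0.071). Proteasome subunits made up 41 of the tested genes of the G1-S set, 42 of the S-phase set and 42 of the BCR set. Of the alternatives set beforehand, the one that moved these scores most left out replicate 1 of the 3-h Runx1 c-k/o cells: the NES was then -1.52 for the G1-S set (permutation test, adjusted p = 0.0162), -1.46 for the S-phase set (permutation test, adjusted p = 0.0162) and 0.937 for the BCR set. With the proteasome genes removed, an alternative chosen after seeing the data, it was -1.31, -1.01 and -0.891. A list of 50 G1-S and DNA replication genes without proteasome subunits had an NES of -1.62 (permutation test, adjusted p = 0.0126). It was written from general knowledge before the counts were examined but after the paper's lists of changed genes had been read. A list of 50 BCR-proximal genes written in the same way had -1.35 (permutation test, adjusted p = 0.0897). With the statistic of DESeq2's Wald test in place of edgeR's, the NES was 1.40 for the G1-S set and 1.39 for the S-phase set (permutation test, adjusted p = 0.0468 for both), and 1.53 for the BCR set (permutation test, adjusted p = 0.0165).

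**Figure D2:**
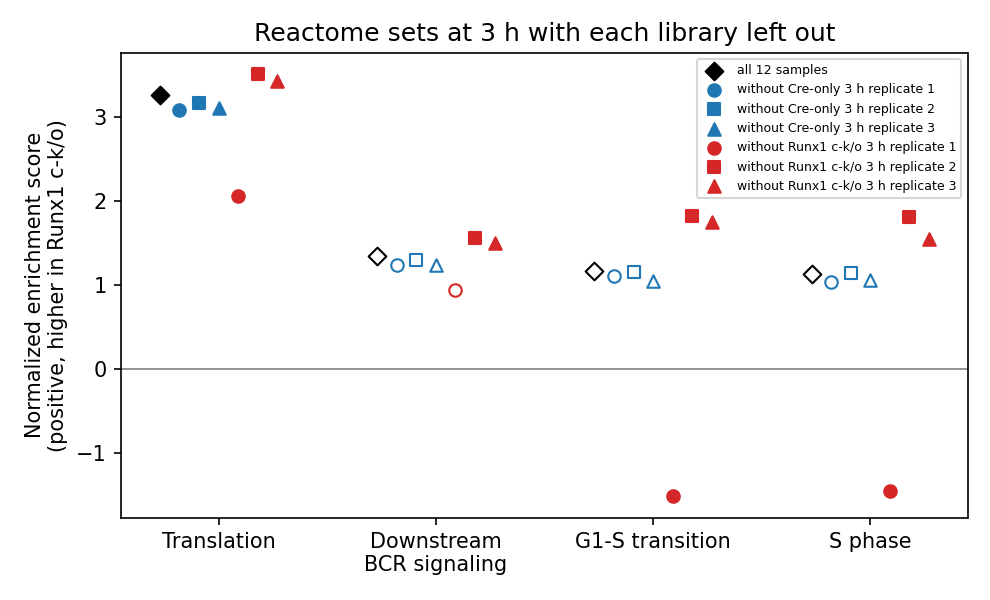
NES at 3 h on the vertical axis for 4 Reactome sets on the horizontal axis, each from a fit of all 12 samples (diamonds) and from fits that each left out one 3-h library (blue, Cre-only; red, Runx1 c-k/o; circles, squares and triangles, replicates 1, 2 and 3); filled symbols have an adjusted p under 0.05 and positive values mean higher in Runx1 c-k/o cells. The score of the translation set stays between 2.06 and 3.51, and the scores of the G1-S and S-phase sets span -1.52 to 1.82 and -1.46 to 1.81.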

GSEA revealed that there was upregulation of genes associated with G_1_-S transition, S-phase, BCR signaling, and protein translation functions at 3 h after anti-IgM/IL-4 addition in the *Runx1* c-k/o B cells compared with the level observed in Cre-only cells (Fig. 3B, Supplemental Fig. 2D). The GSEA also revealed upregulation of signaling and immune response genes at both 0 and 3 h after anti-IgM/IL-4 addition and downregulation of late cell cycle G_2_-M and mitotic spindle genes (Supplemental Fig. 2D).

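In the resting cells, the Reactome set for IFN signaling, with 103 tested genes, had an NES of 2.03 (permutation test, Benjamini-Hochberg adjusted p = 0.000703, the smallest that the permutations can give), and at 3 h it had an NES of 2.45. The set for IFN-α/β signaling, with 12 tested genes, had an NES of 1.73 at rest (permutation test, adjusted p = 0.0197) and of 1.62 at 3 h (permutation test, adjusted p = 0.0507). A list of 49 tested genes of the type I IFN response had an NES of 2.44 at rest and 3.42 at 3 h. It was written from general knowledge before the counts were examined. The paper's lists of genes changed in these same samples had been read by then, so this score is not independent of them. The set for the G2-M transition, with 95 tested genes, had an NES of -1.46 at rest (permutation test, adjusted p = 0.0406) and of -1.79 at 3 h (permutation test, adjusted p = 0.00465). The set for mitotic prometaphase, with 99 tested genes, had an NES of -2.51 at rest and -2.3 at 3 h, and a written list of 50 G2-M and mitotic spindle genes had -3.13 and -2.94. These permutations exchange genes and not samples, so the adjusted p of a set does not by itself speak for a difference between genotypes. When the resting samples were split in other ways, 2 to 7 of the 9 Reactome sets had an adjusted p under 0.05. With limma's camera test in place of GSEA, the adjusted p at rest was 0.0926 for the IFN-α/β set and 0.12 for the G2-M set. With each library left out in turn, the NES of the resting G2-M set stayed between -1.47 and -1.16 and passed an adjusted p of 0.05 in 2 of 6 fits. Written lists of MYC targets and of mTORC1 signaling targets had an NES of 2.47 and 2.19 at rest. Without replicate 2 of the resting Runx1 c-k/o cells these were -0.442 and -0.871.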

**FIGURE 3.**
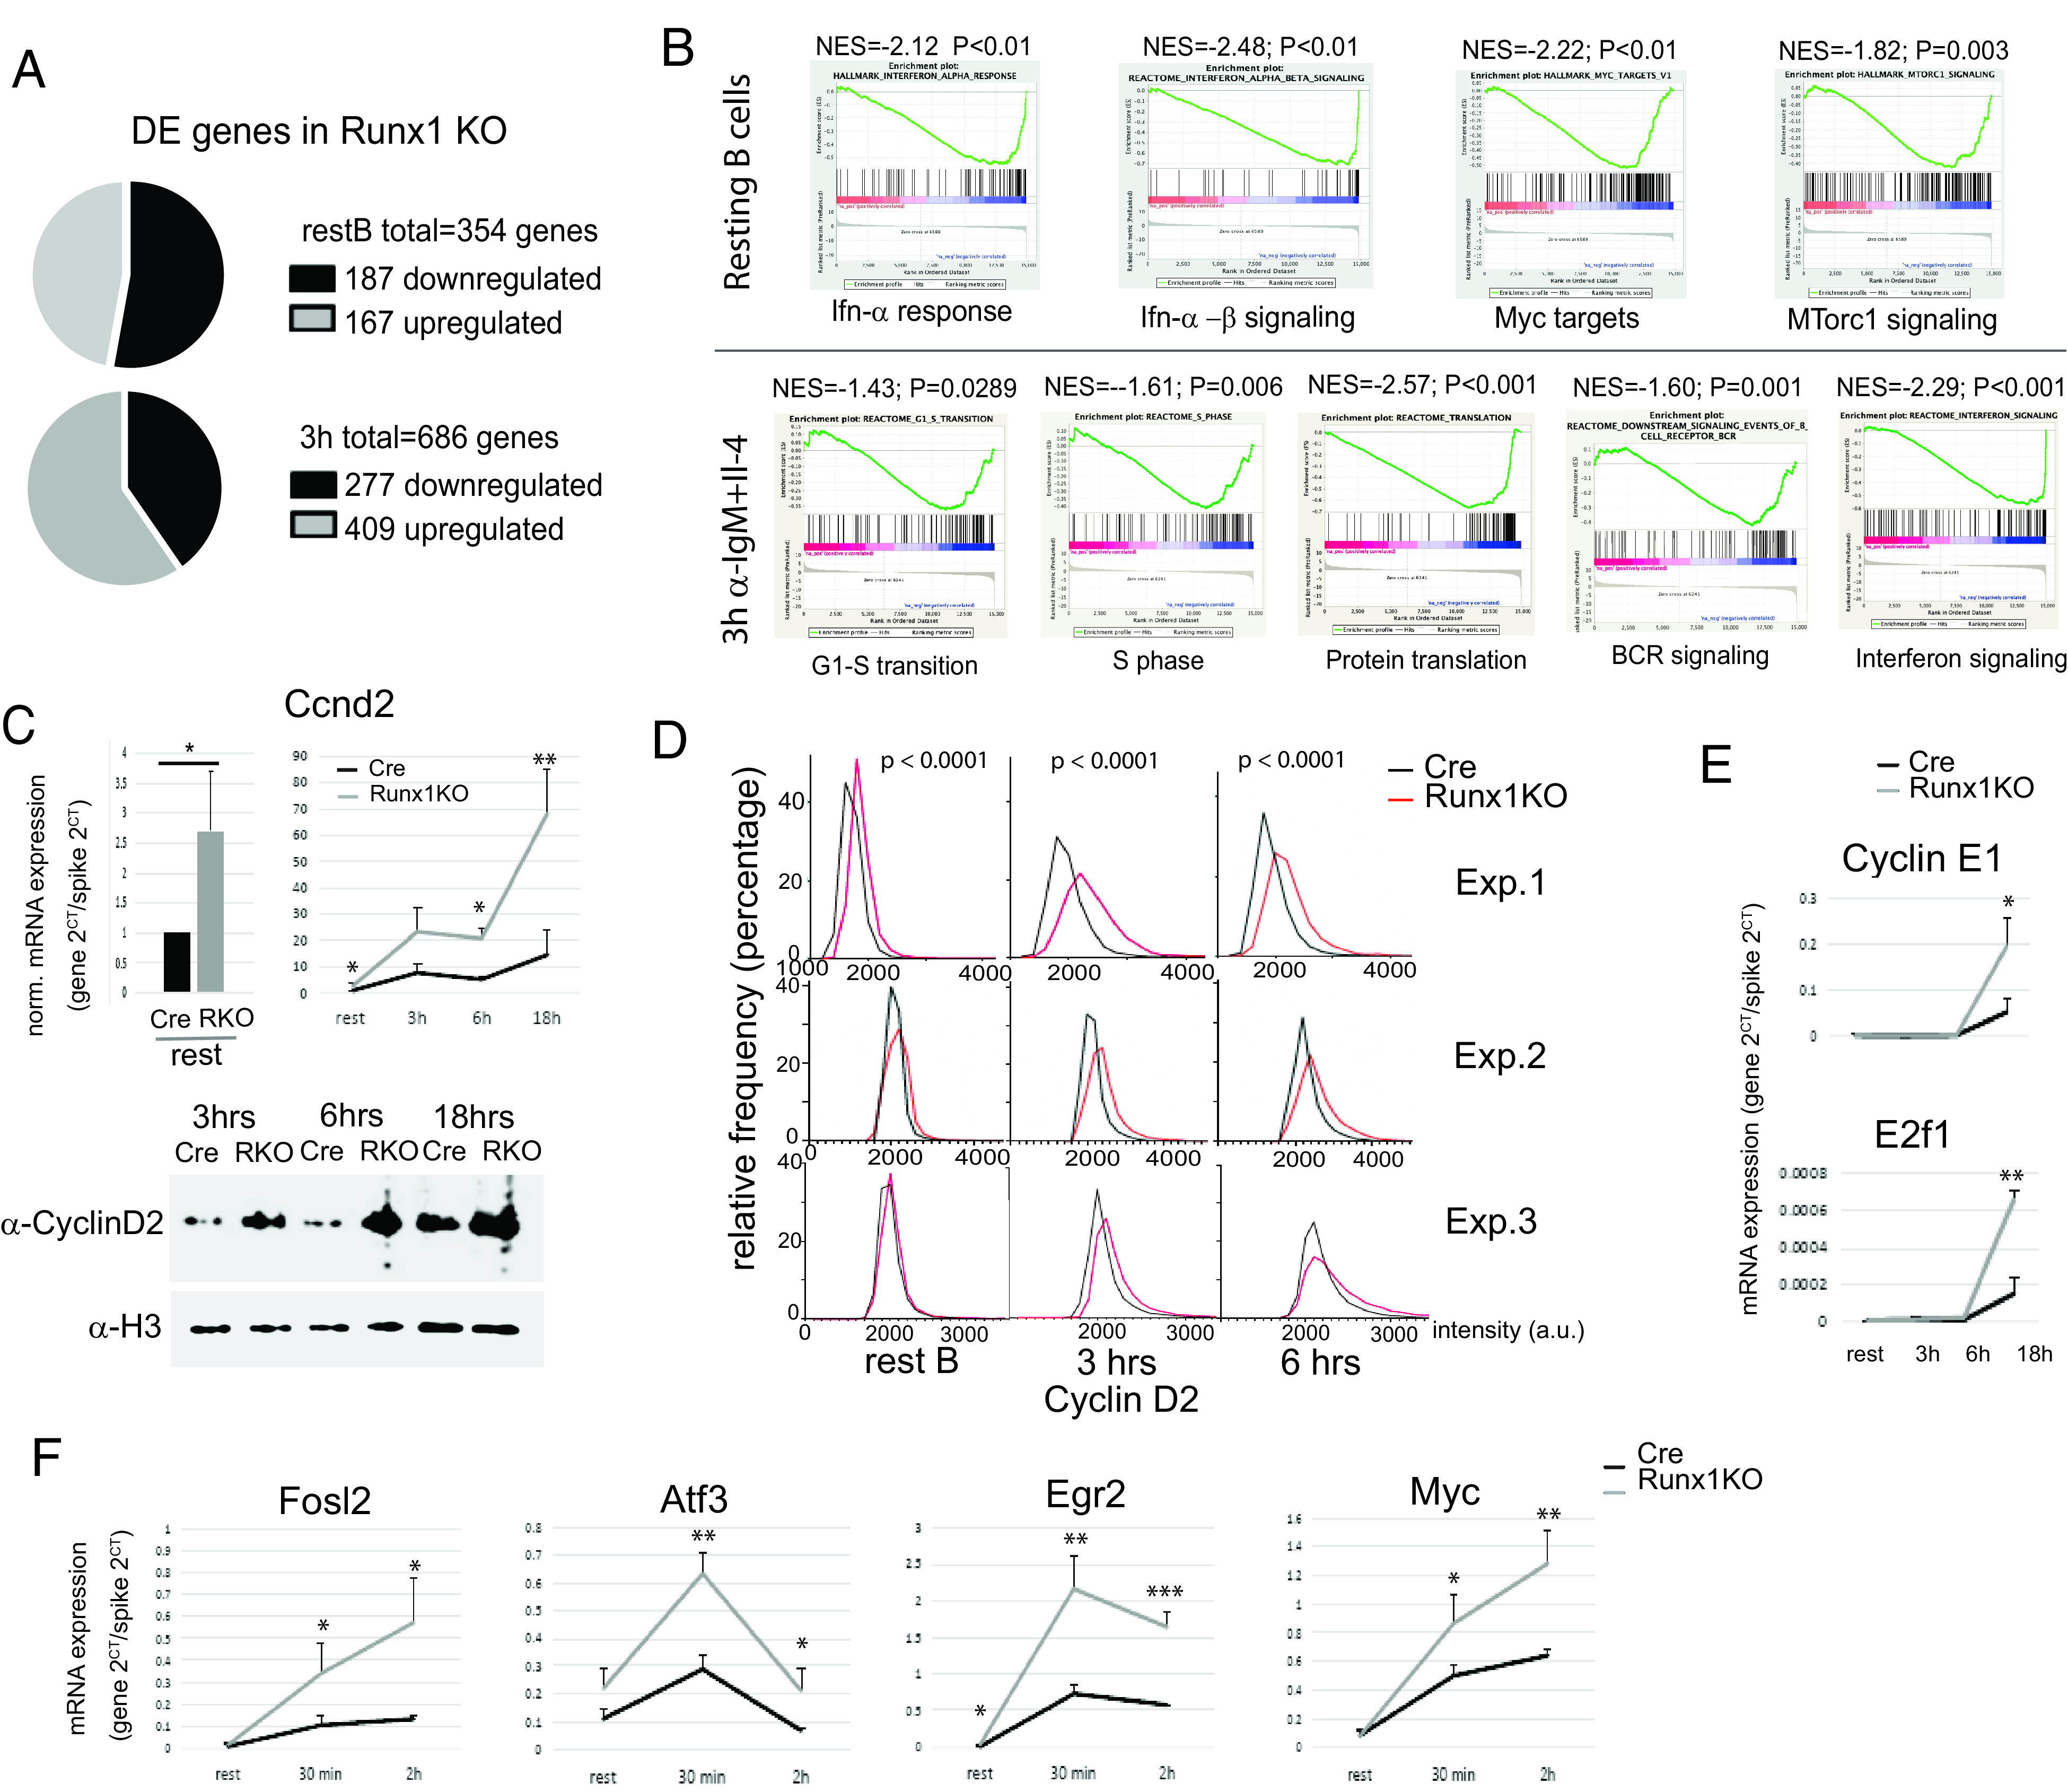
Expression of cell cycle genes during BCR-mediated activation of *Runx1* knockout B cells. (**A**) RNA-seq analysis of Runx1 c-k/o B cells showing upregulation and downregulation of genes in resting B cells (upper pie chart) and in 3-h anti-IgM activated B cells (lower pie chart) with respect to Cre-only control B cells. Three biological replicates were analyzed for each cell type. (**B**) GSEA of the RNA-seq data from 0- and 3-h anti-IgM + IL-4 activation of Runx1 c-k/o and Cre-only resting B cells. Values <0 in the graphs refer to genes whose expression is elevated in the Runx1 c-k/o B cells. (**C**) RT-qPCR analysis of expression of the *Ccnd2* gene in resting B cells (top left panel) and after activation for the indicated times with anti-IgM + IL-4 (top right panel). Bottom panel, Western blot analysis of cyclin D2 protein levels after anti-IgM + IL-4 activation for the indicated times. Loading control: histone H3. (**D**) Single-cell analysis of the level of cyclin D2 protein in resting B cells and after 3 and 6 h of anti-IgM + IL-4 treatment using quantitative, automated single-cell imaging analysis (see *Materials and Methods*). Three independent experiments are shown. *p* values obtained using the Mann–Whitney *U* test are shown above each time point. (**E** and **F**) RT-qPCR analysis of cell cycle gene transcription (**E**) and immediate early gene transcription (**F**) in the Runx1 c-k/o B cells on activation with anti-IgM + IL-4 for 0–18 h. For (C), (**E**), and (**F**), values are mean ± SD. *p ≤ 0.5, **p ≤ 0.01, ***p ≤ 0.001, Student *t* test, *n* = 3. NES, normalized enrichment score; P, nominal *p* value.

To gain additional insights into the hyperresponsive phenotype of the *Runx1* c-k/o B cells, we carried out a more detailed analysis of changes in the expression of genes that are involved in regulating entry of B cells into the cell cycle. Cyclin D2 is the main cyclin D involved in BCR-mediated activation as indicated by the failure of cyclin D2–deficient B cells to proliferate efficiently in response to stimulation of the BCR (30, 31). We analyzed the kinetics of cyclin D2 (*Ccnd2*) expression in isolated *Runx1* c-k/o resting B cells upon activation with anti-IgM + IL-4 during a time course from 0 to 18 h. RT-qPCR analysis of *Ccnd2* mRNA showed a large increase in *Ccnd2* mRNA levels in the knockout after 3-h treatment with anti-IgM + IL-4 and continuing through to 18 h (Fig. 3C, top panel).

The increase in cyclin D2 expression was confirmed by western blotting, which showed substantial increases in the level of cyclin D2 protein in *Runx1* c-k/o cells relative to Cre-only cells at 3, 6, and 18 h after addition of anti-IgM + IL-4 (Fig. 3C, bottom panel). The analysis of Cyclin D2 protein was further extended by using high-content single-cell microscopy followed by automated quantitative image analysis to measure the levels of cyclin D2 in the nuclei of individual cells (Fig. 3D). The results of this analysis showed a significant increase in cyclin D2 levels in *Runx1* c-k/o resting B cells and after 3 and 6 h of anti-IgM + IL-4 treatment (see *Materials and Methods* for details). The analysis also showed that the increase is unimodal, with the effect distributed across the entire cell population rather than being confined to a subset of cells (Fig. 3D). These data indicate that the presence of RUNX1 in resting B cells reduces *Ccnd2* transcription and is associated with a lower rate of increase in the level of *Ccnd2* mRNA and protein as the cell progresses through G_1_. BCR-mediated activation of naive B cells is strongly dependent on cyclin D2, whereas LPS is known to activate naive B cells independently of cyclin D2 and instead uses cyclin D3 (30, 31). This could explain the difference in the effect of the *Runx1* knockout on activation by anti-IgM + IL-4 compared with LPS only (Fig. 2B, 2D).

In contrast with the effect of the *Runx1* knockout on cyclin D2 expression, levels of transcription of the gene encoding cyclin E1 (*Ccne1*) were unchanged in Runx1 c-k/o resting B cells and after 3- and 6-h incubation with anti-IgM + IL-4 compared with Cre-only B cells (Fig. 3E). Increased levels of *Ccne1* and *E2f1* mRNA were observed only after 18 h of anti-IgM + IL-4 stimulation. This is consistent with previous reports that *Ccne1* transcription is upregulated in late G_1_ by the E2F factors (32). *E2f1* transcription has been shown to be subject to autoactivation by E2F factors that have been activated by Rb phosphorylation (33).

We also examined the activation profile of several immediate early genes in response to anti-IgM + IL-4 stimulation. Levels of transcription of the *Fosl2*, *Atf3*, *Egr2*, and *Myc* genes were analyzed at time points from 0 to 2 h after addition of anti-IgM. Expression of *Atf3* and *Egr2* peaked at 30 min in Cre-only cells and then declined. This profile was maintained in the *Runx1* c-k/o B cells, but the expression peak at 30 min was strongly enhanced, and overall expression was increased at all three time points (Fig. 3F). Expression of *Fosl2* and *Myc* showed a progressive increase at 30 min and 2 h in Cre-only cells, and the slope of the expression curve was shifted upward for both genes in the *Runx1* c-k/o cells (Fig. 3F). These results implicate *Runx1* in the downregulation of cell cycle and immediate early genes during BCR-mediated activation of naive resting B cells.

### RUNX1 binds to poised cell cycle and immediate early genes in resting B cells

ChIP-seq was carried out on chromatin from wild-type resting splenic B cells obtained from C57Bl6 mice to examine profiles of factor binding and epigenetic modification at genes that showed altered expression in the *Runx1* c-k/o B cells (see *Materials and Methods* for details). RUNX1 binding peaks were found to be widely distributed at promoters and putative enhancers of the affected genes (Fig. 4A–D). The *Ccnd2* and *Atf3* genes had strong peaks of RUNX1 binding at distally located elements that had the epigenetic characteristics of enhancer or silencer sequences (Fig. 4A, 4C). Strong binding peaks for RUNX1 were located close to the transcription start site (TSS) of the *Egr2* and *Fosl2* genes (Fig. 4B, 4D) in regions with epigenetic profiles that are indicative of overlapping promoter/enhancer sequences (34). Overall, these results suggest that RUNX1 binds to promoters and enhancers at cell cycle and immediate early genes in resting B cells.

**FIGURE 4.**
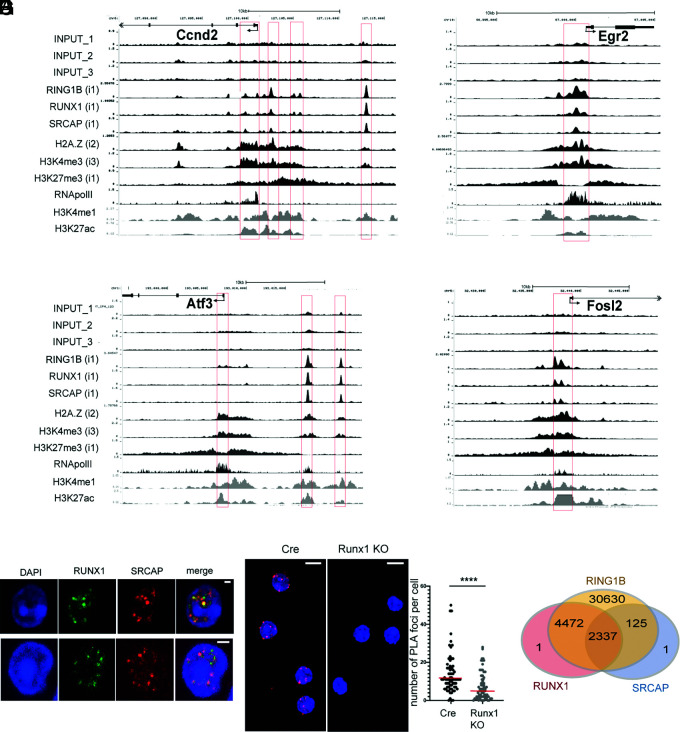
ChIP-seq analysis of cell cycle and immediate early genes. (**A**–**D**) Tracks shown in black represent ChIP-seq profiles from purified resting B cells for *Ccnd2* (A), *Egr2* (B), *Atf3* (C), and *Fosl2* (D). Gray tracks represent data from splenocytes downloaded from ENCODE. The data for RNA pol II were downloaded from a published dataset obtained by analysis of purified resting B cells (21) (see *Materials and Methods*). The inputs for each track are indicated by numbering of the input tracks with the relevant input number shown in brackets for each analytical track. Red boxes highlight the positions of TSSs and the position of candidate enhancers co-occupied by RUNX1, SRCAP, and RING1B. (**E**) Localization of RUNX1 and SRCAP was determined by immunofluorescence analysis of resting B cells. Top and bottom panels show different magnifications of single cells. Scale bars, 1 μm. (**F**) The PLA was carried out on Cre-only resting B cells (Cre) using Abs specific for RUNX1 (Ab A) and for SRCAP (Ab B). To control for nonspecific interactions, we also carried out the PLA on *Runx1* c-k/o B cells. The control cells showed some background foci, predominantly in association with the nuclear envelope and with a much lower signal intensity than was observed in the Cre cells. Digital analysis used to screen out foci that were in contact with the nuclear envelope in the Cre and *Runx1* c-k/o B cells (see *Materials and Methods*) showed that there were significantly fewer foci per cell in the knockout B cells (right panel). Red, PLA amplification signals; blue, Hoechst dye staining the nuclei. Scale bars, 5 μm. Unpaired *t* test, ****p ≤ 0.0001. (**G**) Venn diagram summarizing the degree of overlap of peaks by ChIP-seq peak calling for binding of RUNX1, SRCAP, and RING1B in resting B cells.

RUNX1 has the characteristics of a pioneer factor that can initiate binding to closed nucleosomal chromatin (35) and has also been shown to interact with the Swi/Snf-like Brg1/Brm-associated factor (BAF) chromatin remodeling complex in thymocytes (36). Our initial ChIP analysis of chromatin remodeling subunits indicated that components of another remodeling complex, the SRCAP complex, bind to active genes in resting B cells and to genes that are inducible by activation. ChIP-seq analysis of the SRCAP protein revealed that binding peaks for SRCAP colocalized with RUNX1 at poised and active genes (Fig. 4A–D). The SRCAP nucleosome remodeling complex is responsible for incorporating histone H2A.Z into nucleosomes (37), and our analysis showed that H2A.Z is enriched at active and poised promoters in resting B cells (Fig. 4A–D).

The frequent overlap of RUNX1 and SRCAP binding that we observed at hyperresponsive genes in resting B cells suggests that RUNX1 might be interacting with SRCAP and recruiting it to poised genes. The very large size of the SRCAP protein (360 kDa) makes it challenging to carry out coimmunoprecipitation experiments. Therefore, we used immunostaining of SRCAP and RUNX1 to examine localization of the two proteins. The results show strong staining foci for both proteins with overlap observed between the majority of the foci (Fig. 4E). PLAs performed with Abs against RUNX1 and SRCAP and using Runx1 c-k/o resting B cells as a negative control confirmed that there is close contact between RUNX1 and SRCAP in the resting B cells (Fig. 4F). This is consistent with the genome-wide colocalization of SRCAP binding with binding peaks for RUNX1 (Fig. 4G).

The ChIP-seq analysis also revealed that a number of the hyperresponsive cell cycle and immediate early genes identified in the expression analysis had a poised epigenetic profile in wild-type resting B cells. The term “gene poising” describes a state where promoters are held in an open state, ready for rapid action in response to appropriate signals. Gene poising was first described in *Drosophila* (38) and has also been shown to occur in embryonic stem (ES) cells (39) and in a variety of other cell types, including resting CD4^+^ T cells (40), memory T cells (41), differentiated neurons (42), and thymic epithelial cells (43). The promoter-proximal regions of the poised genes had broad regions of enrichment for histone H3K27me3 (Fig. 4A–D), which is deposited by the polycomb PRC2 complex member EZH2 and is considered to be a repressive mark. Enrichment for H3K27me3 is also associated with poised promoters in ES cells, CD4^+^ T cells, neurons, and ES cells, where it forms part of the bivalent H3K4me3/H3K27me3 epigenetic mark (40, 42, 44, 45, and reviewed in Ref. 46). The regions of H3K27me3 enrichment that we observed at the hyperresponsive cell cycle and immediate early genes in resting B cells showed partial overlap with regions of enrichment for H3K4me3, indicating that these promoters are marked with this bivalent epigenetic signature (Fig. 4A–D).

RING1B, which is the catalytically active component of the polycomb PRC1 complex (47), has been shown to bind to poised and active genes in a variety of cell types (39, 48–51), and RUNX1 and RING1B have been reported to co-occupy binding regions in megakaryocytes and T cells (51). Our ChIP-seq analysis showed strong colocalization of binding of RUNX1 and RING1B in resting B cells (Fig. 4A–D, 4G). The overlapping RUNX1 and RING1B peaks were associated with distally located sequences that had the epigenetic signature of enhancers at the *Ccnd2* and *Atf3* genes and were also found at or close to promoters of genes that were hyperresponsive in *Runx1* c-k/o B cells (Fig. 4A–D). The colocalized peaks of RUNX1 and RING1B binding in resting B cells did not show any specific colocalization with the regions of enrichment for H3K27me3, similar to our previous observation that RING1B binds at active genes in resting B cells, independently of H3K27me3 (48).

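Supplemental Table III lists 213 genes that the paper called in resting cells and that lie near a peak of RUNX1 binding. All 213 were among the tested genes. In resting Runx1 c-k/o cells 99 of them (46.5%) were higher than in Cre-only cells and 114 lower, a division that did not differ from equal shares (two-sided exact binomial test, p = 0.337). Of the 111 with an adjusted p under 0.05 in the edgeR test, 55 were higher and 56 lower (49.5% higher). The directions of the 213 genes were the same with each resting sample left out in turn. As the list holds genes called on these same samples, their number carries no test of its own.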

Genome-wide analysis of peaks of RUNX1 binding showed that 60% of the DEGs identified by the RNA-seq analysis had peaks located within a region extending from −50 to +50 kb relative to the gene (Supplemental Table III; see *Materials and Methods*), with a roughly equal division between negatively and positively regulated genes in this group. Protein interaction and Gene Ontology analysis revealed that the DEGs that were proximal to RUNX1 peaks were enriched for response to stimulus and for negative regulation of the immune response. This finding further supports the conclusion that RUNX1 is involved in regulating the humoral immune response. The major Gene Ontology category identified for the nonproximal DEGs was “binding to nucleotides,” indicating that these genes form a group that is functionally separate from the proximal genes and may be subject to secondary regulation. Similar to previous observations for the B cell factor PAX5 (20), we found that <5% of the 8812 genes that have RUNX1 peaks located within 50 kb of the gene have their expression affected by the *Runx1* knockout. Likely reasons for the large number of unaffected genes include a requirement for additional transcription factors and cofactors and/or the action of epigenetic and factor-mediated repression of target gene promoters in B cells.

To examine RNA Pol II binding at poised promoters, we downloaded published ChIP-seq data for RNA Pol II in resting mouse B cells (21). The ChIP-seq tracks show high levels of RNA Pol II in the regions around the promoters of the *Ccnd2*, *Egr2*, *Atf3*, and *Fosl2* genes compared with the levels of Pol II in the gene bodies (Fig. 4A–D, Supplemental Fig. 3C). The presence of higher levels of Pol II at promoter regions compared with the levels observed in the body of the gene has been shown to be a characteristic feature of poised genes in *Drosophila* embryonic cells (52) and mouse ES cells (53).

### Knockout of Runx1 reduces binding of SRCAP and increases binding of BRG1 and RING1B at the *Ccnd2* gene

To further analyze the role of RUNX1 in configuring the epigenetic profile of poised cell cycle genes in resting B cells, we focused on the promoter and upstream region of the *Ccnd2* gene. Cyclin D2 has critical roles in B cell activation and also has been shown to be positively regulated by the *RUNX1*-ETO fusion oncoprotein in acute myeloid leukemia (54). We first carried out an analysis of enrichment of H3K27me3 and H2A.Z and binding of SRCAP, BRG1, RING1B, and the RUNX1 paralog RUNX3 at the *Ccnd2* promoter in wild-type resting B cells and after 20-h treatment with anti-IgM + IL-4. The results of the analysis, which are shown in (Fig. 5A, revealed that BCR stimulation of wild-type cells resulted in a statistically significant reduction in binding of RUNX1 and SRCAP and significantly increased binding of BRG1 and RUNX3. Binding of the PRC1 component, RING1B, was significantly increased, and enrichment for the PRC2 marker, H3K27me3, was strongly reduced in the activated cells, whereas H2A.Z was largely unchanged. The fact that RUNX3 showed a strong increase in binding during BCR activation, which coincided with decreased binding of RUNX1 (Fig. 5A), suggests that there is a switch between the two Runt-related factors. This is supported by the observation that the level of RUNX1 protein declines on activation of the resting B cells (Supplemental Fig. 1A), while RUNX3 protein is upregulated (Supplemental Fig. 1B; see also Ref. 55). The large increase in binding of BRG1 when the cells are activated (Fig. 5A) suggests that there is also a switch from binding of the SRCAP remodeling complex to binding of the BRG1-containing switch/SNF (SWI/SNF) complex at the *Ccnd2* promoter during B cell activation.

**FIGURE 5.**
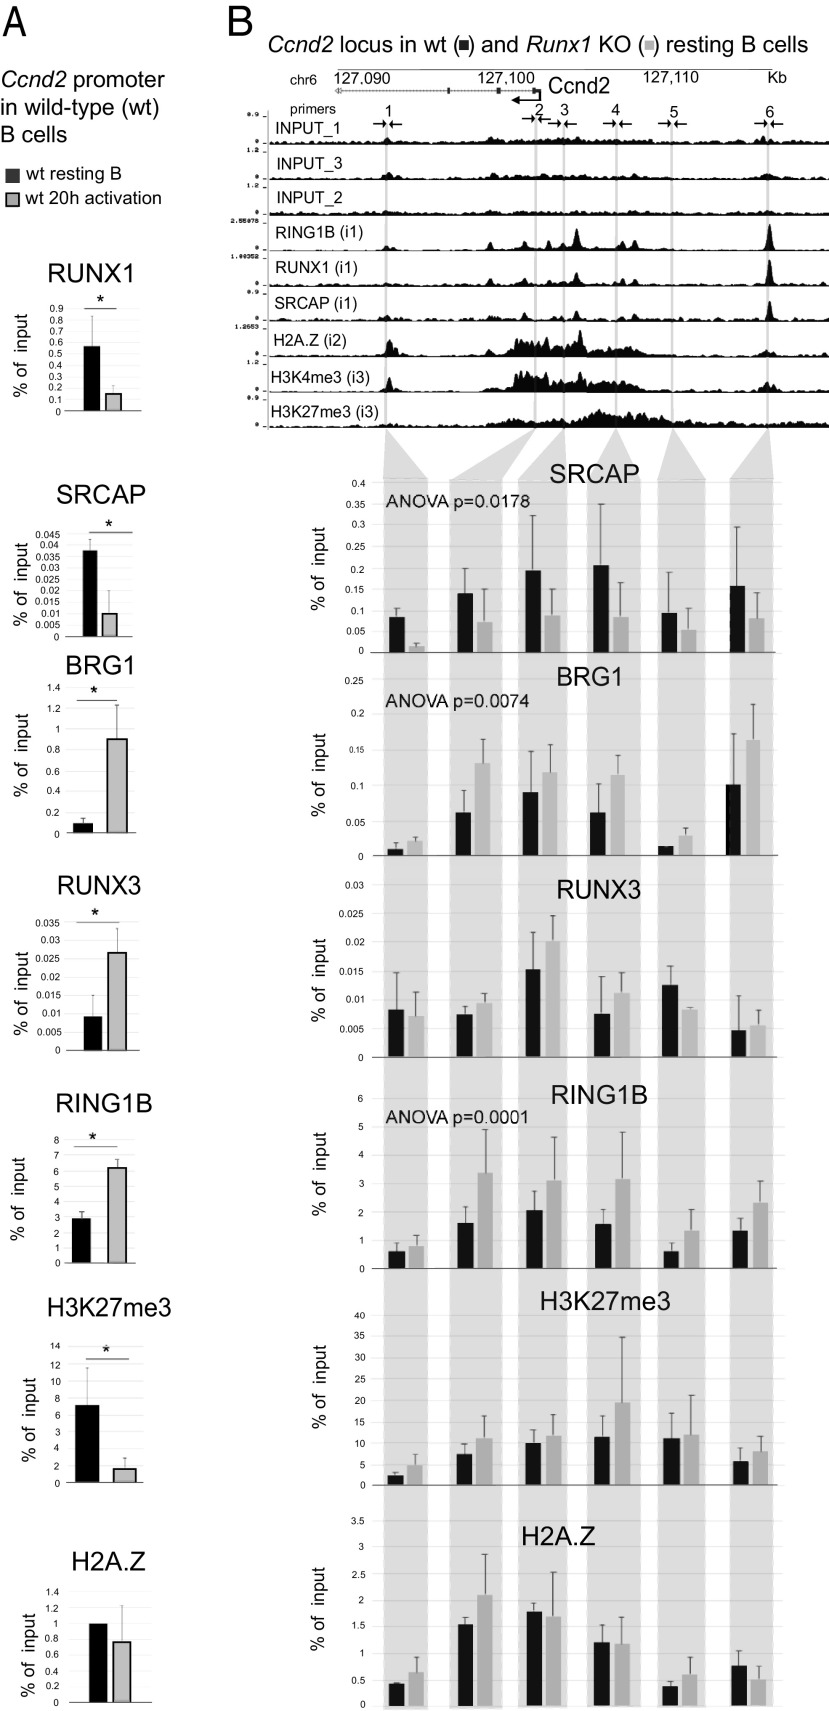
Analysis of the epigenetic architecture of the *Ccnd2* promoter in B cells. (**A**) ChIP-qPCR of the indicated proteins and histone modifications at the *Ccnd2* promoter in wild-type (wt) B cells at the resting stage (black) and after 20-h activation with anti-IgM + IL-4 (gray). Values are mean ± SD, *n* = 3. *p ≤ 0.5, **p ≤ 0.01, Student *t* test. (**B**) ChIP-qPCR at six DNA sites corresponding to the *Ccnd2* promoter and surrounding regions in Cre-only (black) and Runx1 c-k/o (gray) resting B cells. Vertical lines show positions of primer pairs used for the ChIP analysis. Mean ± SD, *n* = 3; *p* values were calculated by ANOVA.

To analyze the effect of the *Runx1* knockout on factor binding and epigenetic marks across the regions upstream and downstream from the *Ccnd2* TSS, we used a series of qPCR-ChIP primers that covered the *Ccnd2* promoter region, as well as candidate upstream and downstream regulatory elements and the domain of H3K27me3 enrichment (Fig. 5B). The results of the qPCR-ChIP carried out on Cre-only and *Runx1* c-k/o resting B cells showed that the *Runx1* knockout led to a clear and significant decrease in binding of SRCAP and a significant increase in binding of BRG1 at the promoter and upstream and downstream regions (Fig. 5B). Binding of RING1B was also significantly increased. Binding of RUNX3 and enrichment for H3K27me3 and H2A.Z were largely unaffected by the *Runx1* knockout in resting B cells (Fig. 5B). The effect of the knockout on binding of RUNX3 and BRG1 to the *Ccnd2* and *Rbpj* promoters was also analyzed after 20 h of anti-IgM + IL-4 stimulation. Although binding of both Runx3 and BRG1 is increased in wild-type cells at 20 h post-BCR activation (Figs. 4A and (6B), the Runx1 knockout had little effect on the increase in binding of RUNX3 at this stage, whereas the level of BRG1 binding was higher in the knockout cells compared with Cre-only cells (Supplemental Fig. 3E).

Taken together, the results of the ChIP-seq and ChIP-qPCR analysis reveal binding of RUNX1, SRCAP, and RING1B accompanied by a poised bivalent epigenetic configuration and enrichment for H2A.Z at several cell cycle and immediate early genes in resting B cells. Knockout of RUNX1 reduces SRCAP binding and increases binding of the activation-associated SWI/SNF component BRG1 and binding of RING1B at the *Ccnd2* gene, suggesting that RUNX1 recruits SRCAP to enhancers and promoters but has a more complex relationship with RING1B binding. The ChIP analysis also shows that RUNX1 is largely replaced by RUNX3 at the *Ccnd2* promoter during BCR-stimulated activation of wild-type resting B cells. Although RUNX3 has been reported to interact with BRG1, recruiting it to promoters (56), the fact that RUNX3 binding was not affected by the *Runx1* knockout in BCR-stimulated cells suggests that the enhanced BRG1 binding that we observed in the knockout cells at 20 h compared with 20-h stimulated Cre-only cells (Supplemental Fig. 3E) was an epigenetic effect arising from the earlier partial switch between SRCAP and BRG1 that resulted from the absence of RUNX1 protein in resting B cells.

### Notch signaling is enhanced in hyperresponsive *Runx1* c-k/o resting B cells

Among the genes that were upregulated in the hyperresponsive *Runx1* c-k/o resting B cells were components of the Notch signaling pathway. Signaling through the transmembrane NOTCH receptors occurs when the receptors are bound by ligands belonging to the Jagged and delta-like families. This leads to cleavage and release of the extracellular domain of the receptors, followed by a second cleavage mediated by presenilin family members, which act as the catalytic subunits of the γ-secretase complex. Presenilin-mediated cleavage results in release of the Notch intracellular domain, which then translocates to the nucleus, where it binds to RBPJ, forming a complex that recruits other coactivators and upregulates promoters of target genes (reviewed in Refs. 57, 58). Notch signaling via NOTCH2 has generally been associated with specification of MZ B cells during B cell maturation, whereas development of FO B cells was left unaffected by c-k/o of *Notch2* (59, 60). However, stimulation of the Notch pathway has been shown to increase proliferation of purified splenic FO B cells in response to anti-IgM stimulation (61), suggesting that Notch signaling does have a role in regulating the dynamics of B cell activation.

Our analysis of Notch pathway genes revealed that expression of *Rbpj*, *Notch2*, and *Psen2* was altered in the *Runx1* c-k/o B cells (Fig. 6A, 6C, 6E). All three genes showed elevated expression at the resting B cell stage. *Notch2* and *Rbpj* also showed strongly elevated expression after 18 h of stimulation (Fig. 6A, 6C), whereas expression levels of *Psen2* in the knockout cells were increased in resting B cells and after 30 min of anti-IgM + IL-4 activation before declining (Fig. 6E). Epigenetic and factor binding analysis of the *Rbpj* promoter (Fig. 6B) revealed a similar profile to the *Ccnd2* gene (Fig. 5A), suggesting an overlap in regulatory mechanisms for the two genes. We also used high-content single-cell microscopy to measure the levels of NOTCH2 protein in the nuclei of Cre-only and *Runx1* c-k/o resting B cells. The results of three independent experiments show a clear trend toward increased levels of nuclear Notch2 in *Runx1* c-k/o resting B cells with highly significant differences observed in two of the three experiments (Fig. 6D). The observation that distribution of the increased levels of Notch2 in the nuclei of isolated resting B cell populations is largely unimodal indicates that the *Runx1* knockout increases the level of nuclear NOTCH2 in FO B cells. We also analyzed expression of the Notch target genes, *Myc*, *Bcl2*, and *Skp2*. All three genes showed elevated expression at different stages of G_0_/G_1_ (Supplemental Fig. 3D). In particular, *Skp2*, which has been shown to be a direct target of Notch signaling (62, 63), is strongly upregulated in late G_1_ in the *Runx1* c-k/o B cells. *Skp2* encodes a subunit of the SCF^SKP2^ E3 ubiquitin ligase, which plays a key role in promoting entry into S-phase by mediating degradation of the CDK inhibitor p27 (64).

**FIGURE 6.**
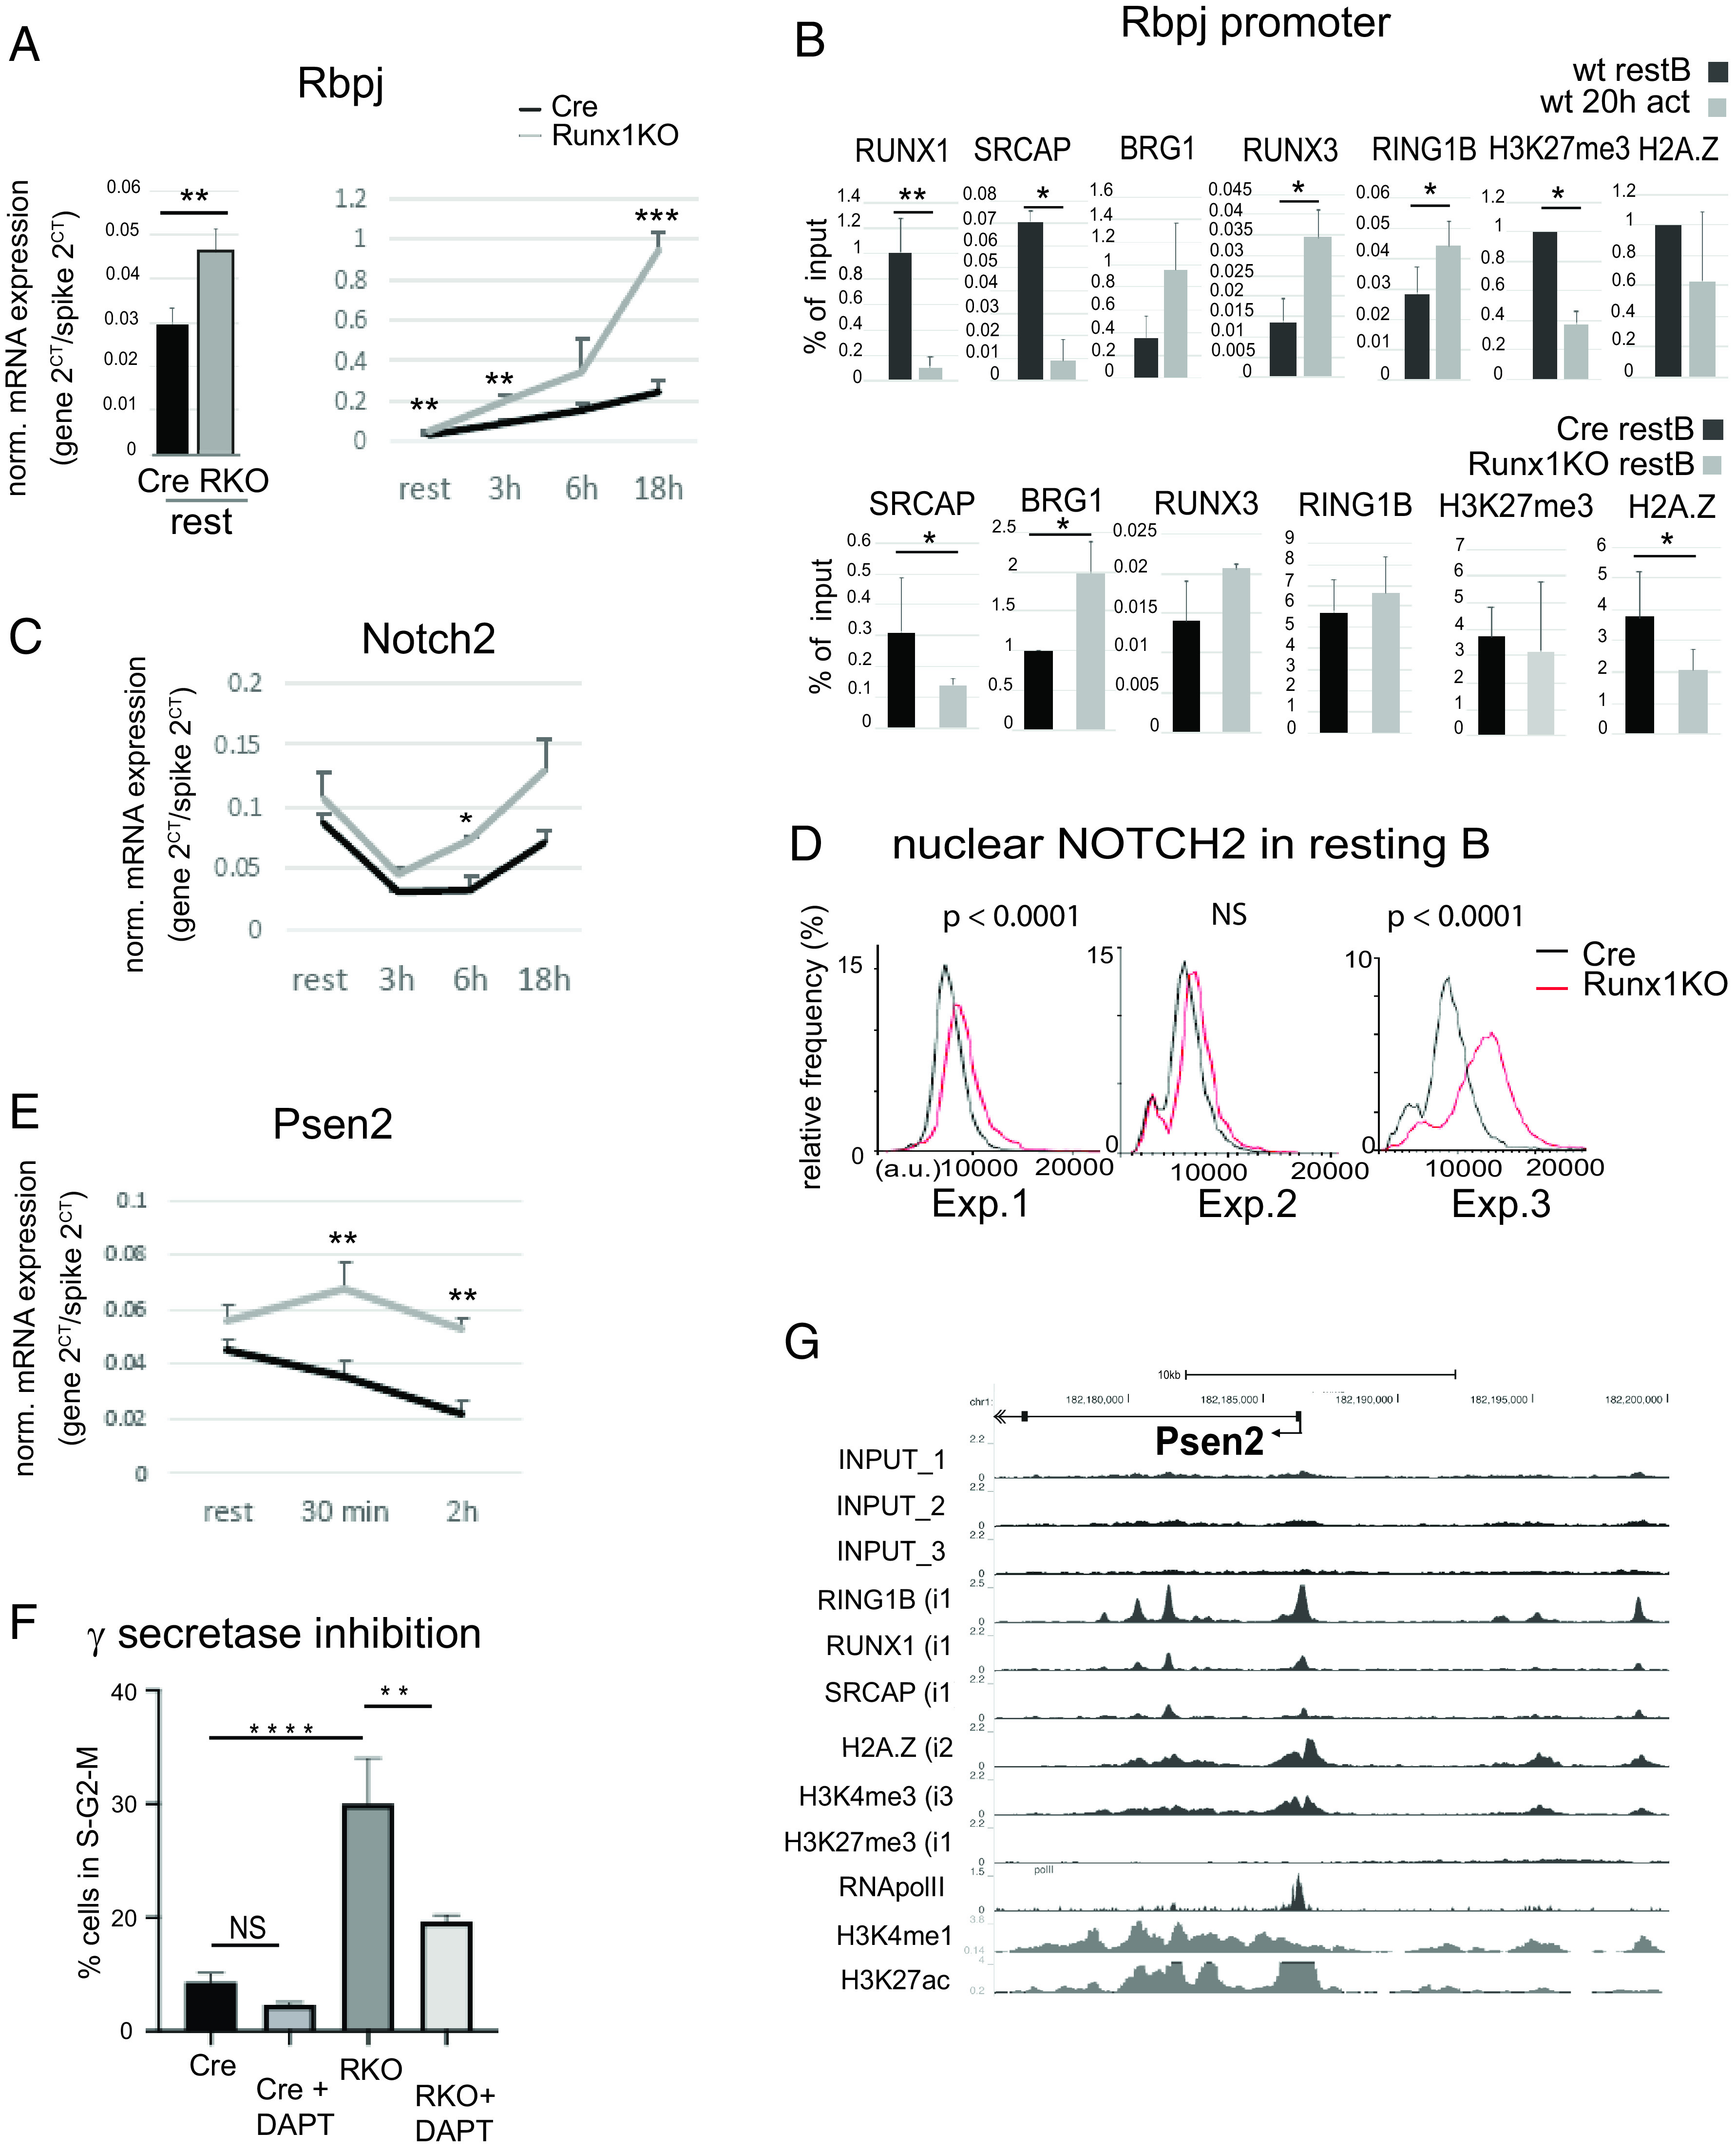
Runx1 represses Notch signaling in B cells. (**A**) RT-qPCR analysis of *Rbpj* expression in CD23-cre and Runx1 c-k/o resting B cells (left panel) and on activation with anti-IgM + IL-4 for 0–18 h (right panel). (**B**) Top panel, ChIP-qPCR of factor binding and histone modifications at the *Rbpj* promoter in wild-type (wt) resting B cells and after 20-h anti-IgM + IL-4 activation. Bottom panel, The same primers were used to analyze Cre-only (black) and Runx1 c-k/o (gray) resting B cells. (**C**) RT-qPCR of Notch2 transcript levels during a B cell activation time course as in (A). (**D**) Single-cell analysis showing the level of NOTCH2 protein in the nuclei of resting B cells (see *Materials and Methods*). The results of three independent experiments (Exp. 1–3) are shown. *p* values obtained using the Mann–Whitney *U* test for each experiment are shown above the plots. (**E**) RT-qPCR of transcripts from *Psen2* after 30-min and 2-h activation of Runx1 resting B cells with anti-IgM + IL-4. (**F**) Analysis of the effect of the γ-secretase inhibitor DAPT on entry of resting B cells into S-phase in response to 18-h incubation with anti-IgM + IL-4 followed by 6-h treatment with LPS. Values shown represent mean ± SD. Significance was calculated using one-way ANOVA followed by Tukey’s multiple comparison test. (**G**) ChIP-seq analysis of the promoter and upstream region of the *Psen2* gene. Details of the individual ChIP-seq tracks are as described in the legend to (Fig. 4. (A, C, and E) Values are mean ± SD. *p ≤ 0.5, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001. Student *t* test; *n* ≥ 3. NS, nonsignificant.

The role of Notch signaling in the hyperresponsive phenotype was further tested by preincubating the Cre-only and *Runx1* c-k/o cells with the γ-secretase inhibitor DAPT, followed by incubation with anti-IgM + IL-4 for 18 h and LPS for 6 h. The results showed that inhibiting the Notch pathway significantly reduced the proportion of the knockout cells that entered S-phase (Fig. 6F), indicating that Notch signaling has an important role in the hyperresponsive phenotype of the *Runx1* c-k/o B cells. Consistent with Notch activation, we found that expression of CD21, which is encoded by the *Cr2* gene, is significantly upregulated in fraction II of Runx1 c-k/o resting B cells (Supplemental Fig. 1H). Fraction II is enriched for IgM^hi^ FO B cells (Fig. 1B). It has been reported previously that ectopic expression of activated NOTCH upregulates the BCR coreceptor CD21 in human B lymphoma cell lines (65).

### RUNX1 regulates transcription of genes that affect B cell functions before and during activation

In addition to the role played by RUNX1 in regulating cell cycle genes, the RNA-seq and GSEA of *Runx1* c-k/o resting and 3-h activated B cells revealed changes in expression of a number of genes that regulate key functions in B cells. A total of 13 genes were identified that fit into this category, of which 10 were upregulated and 4 downregulated in the *Runx1* c-k/o B cells (Table I, Fig. 7A, Supplemental Fig. 3A). 

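The 13 genes of Table I were all among the tested genes, 9 of them higher and 4 lower in Runx1 c-k/o than in Cre-only cells at both times. The log2 fold changes of the 9 reached 1.35 (Ifnar1) at rest and 1.78 (Irf7) after 3 h. Those of the 4 ran from -0.30 (Cd22) to -1.59 (Ccr6) at rest and from -0.56 (Cd22) to -2.03 (Ccr6) after 3 h. Trib1 (ENSMUSG00000032501), on chromosome 15 from 59479905 to 59488105, was at 83.1 ± 2.99 normalized CPM in resting Cre-only cells and 95.0 ± 2.11 in resting Runx1 c-k/o cells (SD, n = 3 each), a log2 fold change of 0.19 (standard error 0.0874, edgeR adjusted p = 0.441). After 3 h it was at 27.9 ± 1.50 and 50.4 ± 5.52 (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.0903, edgeR adjusted p = 0.000290).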

Examination of the ChIP-seq profiles of these genes showed strong colocalization of binding peaks for RUNX1, SRCAP, and RING1B in the regions around their promoters and putative enhancer elements (Fig. 7B, Supplemental Fig. 3B). Only one of the upregulated genes, IRF7, showed the combination of high RNA Pol II at their promoters and enrichment for H3K27me3 that is characteristic of poised promoters. The other genes had relatively low levels of promoter-bound RNA Pol II, with the exception of *Ifnar1*, which had intermediate levels, but no H3K27me3 (Fig. 7B).

**FIGURE 7.**
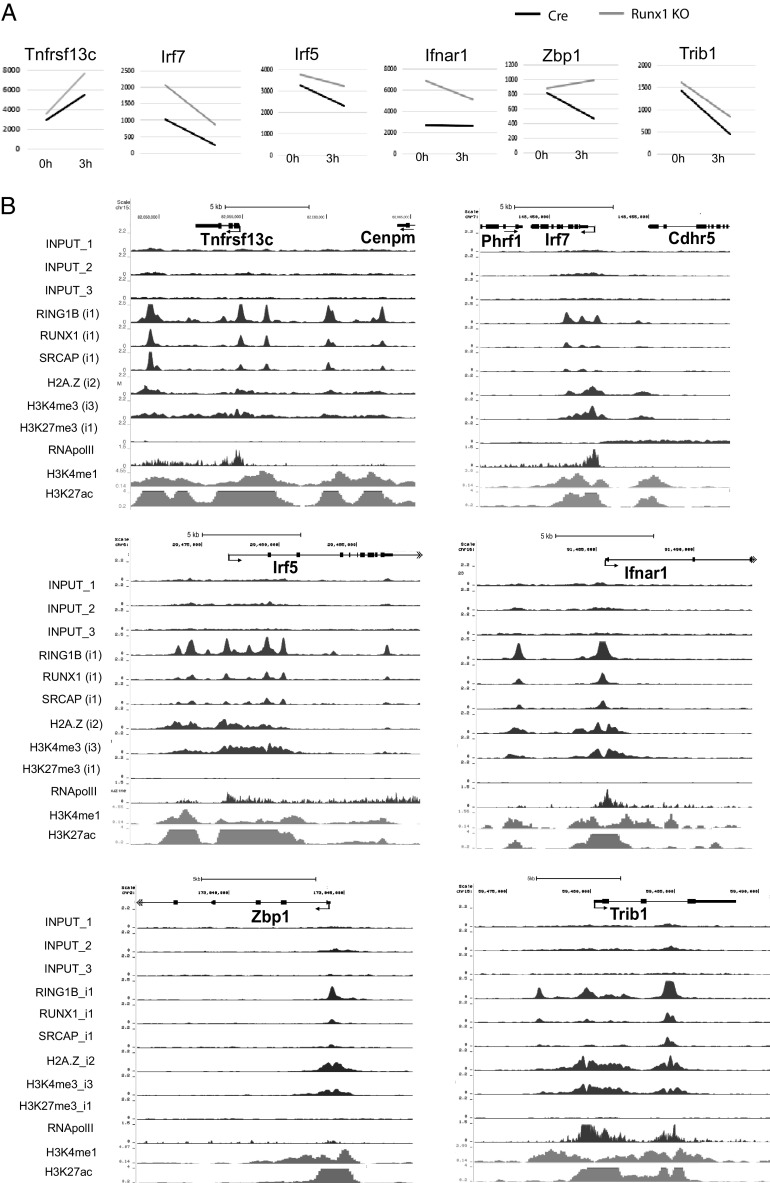
Factor binding profiles of genes that are repressed by RUNX1. (**A**) Basemean values for expression of genes with functional roles in B cells that are upregulated in the *Runx1* c-k/o B cells (see Table I). Values were obtained from the RNA-seq analysis at 0 and 3 h of anti-IgM + IL-4 treatment (see Supplemental Tables I and II). All values are the mean of three biological replicates. Adjusted *p* values for the differences in gene expression levels were <0.05 for at least one of the points. (**B**) ChIP-seq tracks showing the profiles of factor binding and histone modification in resting B cells of the genes shown in (A).

**Table I.** Changes in expression of genes that affect B cell functions in *Runx1* c-k/o measured by RNA-seq analysis of resting B cells and after 3-h activation with anti-IgM + IL-4

Gene	Base Mean	Fold Change 0 h	Fold Change 3 h	Functions	References
*Ptpn22*	995	1.3 ↓	1.9 ↓	Phosphatase; regulates SRC-family kinase; negative regulator of BCR signaling and B cell apoptosis	Armitage et al. (79)
*Lrrk2*	6056	1.7 ↓	3.7 ↓	Kinase; involved in regulation of B cell homeostasis	Kubo et al. (80)
*Ccr6*	974	3.0 ↓	4.0 ↓	Chemokine receptor; expressed on naive and memory B cells	Krzysiek et al. (81), Bowman et al. (82)
*Cd22*	11,926	1.2 ↓	1.4 ↓	Inhibitory coreceptor; negative regulator of BCR signaling	O’Keefe et al. (74), Müller and Nitschke (83)
*Irf7*	1046	2.0 ↑	3.5 ↑	Regulation of IFN response gene transcription	Ning et al. (84)
*Irf5*	3126	1.1 ↑	1.4 ↑	Regulation of IFN response gene transcription	Ban et al. (85)
*Ifnar1*	4324	2.5 ↑	1.9 ↑	Subunit of IFN-α receptor	Pogue et al. (86)
*Zbp1*	787	1.1 ↑	2.1 ↑	Encodes DNA-dependent activator of IFN-regulatory factors	Takaoka et al. (87)
*Trib1*	1081	1.1 ↑	1.9 ↑	Negative regulator of Ab production	Simoni et al. (88)
*Lgals9*	1512	1.2 ↑	1.7 ↑	Negative regulator of BCR signaling	Cao et al. (66)
*Stat1*	3506	1.0 ↑	1.5 ↑	Enhancement of IFN-induced gene expression	Cheon et al. (89)
*Tnfrsf13c*	4888	1.2 ↑	1.4 ↑	Encodes BAFF receptor; promotes survival of FO and MZ B cells	Thompson et al. (90), Schiemann et al. (91)
*Bank1*	7290	1.0 ↑	1.3 ↑	Inhibition of CD40- and BCR-mediated activation of B cells	Aiba et al. (92)

Adjusted *p* values for all differences shown < 0.05 (see Supplemental Tables I and II for the full set of base mean values). 

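Over all tested genes, 3 of the 13 genes of Table I had an adjusted p under 0.05 at rest (Ccr6, Irf7 and Ifnar1) and 11 at 3 h, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 13 genes are the paper's own calls on these samples, so their number carries no test of its own.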

Arrows indicate fold downregulation (↓) or upregulation (↑) in the *Runx1* c-k/o B cells.

Among the genes that were upregulated, *Tnfrsf13c* encodes the BAFF receptor, providing an explanation for the increased survival of the *Runx1* c-k/o resting B cells in response to incubation with BAFF (Fig. 1D). 

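Tnfrsf13c (ENSMUSG00000068105) lies on chromosome 15 from 82052174 to 82054790. In resting cells it was at 171 ± 8.86 normalized CPM in Cre-only and 211 ± 23.8 in Runx1 c-k/o samples (SD, n = 3 each). The log2 fold change was 0.30 (standard error 0.0942, edgeR adjusted p = 0.200). After 3 h the values were 337 ± 4.90 and 456 ± 24.0 (SD, n = 3 each), a log2 fold change of 0.44 (standard error 0.0939, edgeR adjusted p = 0.0258). At both times the 3 Runx1 c-k/o samples lay above the 3 Cre-only samples. With each 3-h library left out in turn, the 3-h log2 fold change stayed between 0.42 and 0.47, and its adjusted p was under 0.05 in 2 of 6 fits. With the replicate number as a block the edgeR adjusted p at 3 h was 0.0508, and with only the 3-h samples in the fit it was 0.0611. It was under 0.05 in 8 of 14 alternatives and ran from 0.0508 to 0.115 in the others. With a factor of unwanted variation in the fit, the resting log2 fold change was 0.26 (edgeR adjusted p = 0.0385); in the 12 alternatives without this factor the resting adjusted p ran from 0.0545 to 0.542. The change in the difference between rest and 3 h was 0.14 on the log2 scale (edgeR adjusted p = 0.999).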

Changes were also observed in the expression of genes that affect BCR signaling. *Cd22* encodes an inhibitory coreceptor that antagonizes the BCR, and *Ptpn22* encodes a phosphatase, which is also a negative regulator of BCR signaling. 

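Cd22 (ENSMUSG00000030577) lies on chromosome 7 from 31650421 to 31665361 and Ptpn22 (ENSMUSG00000027843) on chromosome 3 from 103663718 to 103716170, where 2 other annotated genes overlap it, 1 of them on the same strand. In resting cells Cd22 was at 1341 ± 59.1 normalized CPM in Cre-only and 1092 ± 132 in Runx1 c-k/o samples (SD, n = 3 each), a log2 fold change of -0.30 (standard error 0.153, edgeR adjusted p = 0.525). After 3 h it was at 228 ± 12.2 and 155 ± 37.5 (SD, n = 3 each), with a log2 fold change of -0.56 (standard error 0.155, edgeR adjusted p = 0.0860). With the Wald test of DESeq2, the 3-h value was -0.52 (adjusted p = 0.0245), and the adjusted p was under 0.05 in 4 of 14 alternatives and ran from 0.0937 to 0.290 in the others. Ptpn22 was at 54.0 ± 4.06 in resting Cre-only and 42.1 ± 5.46 in resting Runx1 c-k/o samples (SD, n = 3 each), a log2 fold change of -0.36 (standard error 0.103, edgeR adjusted p = 0.147; DESeq2 adjusted p = 0.0294). Its resting adjusted p was under 0.05 in 3 of 14 alternatives and ran from 0.0707 to 0.447 in the others. After 3 h it was at 95.1 ± 4.26 and 48.5 ± 2.67 (SD, n = 3 each), and its log2 fold change was -0.97 (standard error 0.102, edgeR adjusted p = 0.000290). For both genes and at both times, the 3 Runx1 c-k/o samples lay below the 3 Cre-only samples.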

Both genes were downregulated in the knockout, and the reduction in *Cd22* expression was confirmed at the protein level (Supplemental Fig. 2B). The positive regulation of both genes by RUNX1 is consistent with the idea that RUNX1 has a predominantly inhibitory effect on BCR signaling. However, upregulation of *Lgals9* in the resting and 3-h activated *Runx1* c-k/o B cells and *Bank1* in the 3-h activated knockout cells indicates that RUNX1 has complex effects on BCR functioning. 

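Lgals9 (ENSMUSG00000001123), on chromosome 11 from 78776476 to 78798448, was at 127 ± 10.9 normalized CPM in resting Cre-only cells and 149 ± 4.46 in resting Runx1 c-k/o cells (SD, n = 3 each), a log2 fold change of 0.23 (standard error 0.0988, edgeR adjusted p = 0.414). The 3-h values were 30.6 ± 2.67 and 51.2 ± 5.5 (SD, n = 3 each), a log2 fold change of 0.74 (standard error 0.102, edgeR adjusted p = 0.00180). Bank1 (ENSMUSG00000037922) lies on chromosome 3 from 135716327 to 135989030. Its 3-h log2 fold change between Runx1 c-k/o and Cre-only cells was 0.39 (standard error 0.109, edgeR adjusted p = 0.0872), and at rest it was 0.08 (standard error 0.108, edgeR adjusted p = 0.787). The 3 Runx1 c-k/o samples lay above the 3 Cre-only samples at 3 h, but not at rest. With DESeq2's Wald test the 3-h value was 0.43 (adjusted p = 0.00349), and the adjusted p was under 0.05 in 3 of 14 alternatives and ran from 0.0601 to 0.324 in the others.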

*Lgals9* encodes Galectin-9, which negatively regulates BCR signaling by inhibiting microclustering of the BCR (66). 

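In Cre-only cells Bank1 was at 645 ± 30.9 normalized CPM before activation and at 173 ± 22.8 after 3 h with anti-IgM and IL-4 (SD, n = 3 each). The log2 fold change on activation was -1.90 (standard error 0.112, edgeR adjusted p = 3.34e-08), a level 3.73-fold lower after 3 h. Across the alternatives the log2 fold change ran from -2.06, with genes kept only at 10 or more counts in every sample, to -1.73, with one factor of unwanted variation. Neither the sample labels nor the paper's text states whether a resting and a 3-h sample with the same replicate number came from the same cells. Across the tested genes, the deviations of same-numbered resting and 3-h Cre-only samples from their group means had correlations of 0.275, 0.176 and 0.144, genes not being independent replicates. Over 64 immunoglobulin genes these correlations were 0.657, 0.526 and 0.589, against -0.448 to -0.134 for samples of unlike number. Deviations from a group mean cancel out, so positive values for equal numbers push those for unlike numbers down. With the replicate number added to the fit as a block, the log2 fold change of Bank1 was -1.90, and with a block for each number within each genotype, chosen after seeing the data, it was -1.91.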

The BANK protein inhibits CD40- and BCR-driven activation of B cells, and our RNA-seq results showing that *Bank1* expression is reduced by 4-fold in cre-only (wild-type) B cells after 3-h treatment with anti-IgM + IL-4 (Supplemental Table II) are consistent with previous observations that BCR activation reduces BANK expression (67). Our analysis of the *Runx1* c-k/o B cells shows that RUNX1 contributes to this downregulation. 

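In Runx1 c-k/o cells Bank1 fell from 682 ± 54.9 normalized CPM at rest to 226 ± 8.91 after 3 h (SD, n = 3 each), a log2 fold change of -1.59 (standard error 0.111, edgeR adjusted p = 1.22e-07). The change on activation differed between Runx1 c-k/o and Cre-only cells by 0.31 on the log2 scale (standard error 0.153, edgeR adjusted p = 0.999). With the replicate number as a block shared by both genotypes this difference was 0.31. With a block for each number within each genotype, chosen after seeing the data, it was 0.32 (standard error 0.173), again with no adjusted p under 0.05, and with each of the 12 samples left out in turn it stayed between 0.21 and 0.40. From the expression of Bank1 in the Runx1 c-k/o cells, the paper concludes that RUNX1 contributes to the downregulation of Bank1 on activation.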

The finding that RUNX1 has a role in downregulating inhibitors of BCR activation and costimulation suggests that RUNX1 is not simply antagonizing Ag-mediated activation but is instead cooperating with the BCR to fine-tune the amplitude of the Ag response.

In addition to genes that affect cell survival and the BCR, the *Runx1* knockout also upregulates expression of a number of genes that are involved in the IFN response (Table I, Fig. 7A). These include the genes encoding the IFN regulatory factors IRF5 and IRF7, the IFN-α receptor gene *Ifnar1*, the *Zbp1* gene, which encodes DNA-dependent activator of IFN-regulatory factors, and *Stat1*, which encodes a signaling factor that enhances IFN-induced gene expression. 

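Irf7 (ENSMUSG00000025498), on chromosome 7 from 148448605 to 148452380, overlaps Phrf1 on the other strand. In resting cells it was at 59.7 ± 6.21 normalized CPM in Cre-only and 121 ± 10.8 in Runx1 c-k/o samples (SD, n = 3 each), with a standard error of 0.138 on its log2 fold change of 1.02 (edgeR adjusted p = 0.00289). After 3 h it was at 15.1 ± 3.50 and 51.9 ± 2.78 (SD, n = 3 each; edgeR adjusted p = 7.17e-05). Ifnar1 (ENSMUSG00000022967) lies on chromosome 16 from 91485483 to 91507686, 1.09 Mb from Runx1 itself. Its level was 158 ± 5.09 in resting Cre-only and 403 ± 43.7 in resting Runx1 c-k/o samples (SD, n = 3 each; edgeR adjusted p = 3.25e-05). At 3 h Ifnar1 had a log2 fold change of 0.88 (standard error 0.0989, edgeR adjusted p = 0.000415). Irf5 (ENSMUSG00000029771), which overlaps Tnpo3 on the other strand, had log2 fold changes of 0.19 at rest (edgeR adjusted p = 0.397) and 0.43 at 3 h (edgeR adjusted p = 0.0145). With only the 3-h samples in the fit, the adjusted p of Irf5 at 3 h was 0.0833. It was under 0.05 in 10 of 14 alternatives and ran from 0.0656 to 0.0833 in the others, which include the 3 fits that left out a 3-h Cre-only sample. Zbp1 (ENSMUSG00000027514) had log2 fold changes of 0.11 at rest (edgeR adjusted p = 0.693) and 1.04 at 3 h (edgeR adjusted p = 0.000157), and the difference between genotypes changed between rest and 3 h by 0.93 (edgeR adjusted p = 0.0282). This change passed in 2 of the 12 fits that left out one sample. It did not with a block for each replicate number within each genotype, chosen after seeing the data (0.94, edgeR adjusted p = 0.290), and over all alternatives the adjusted p ran from 6.95e-10 to 0.290.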

Type I IFNs promote B cell activation (reviewed in Ref. 68), and our results imply that RUNX1 acts to dampen down this response, further supporting the conclusion that RUNX1 regulates multiple pathways to modulate stimulation of the B cell response (Fig. 8).

**FIGURE 8.**
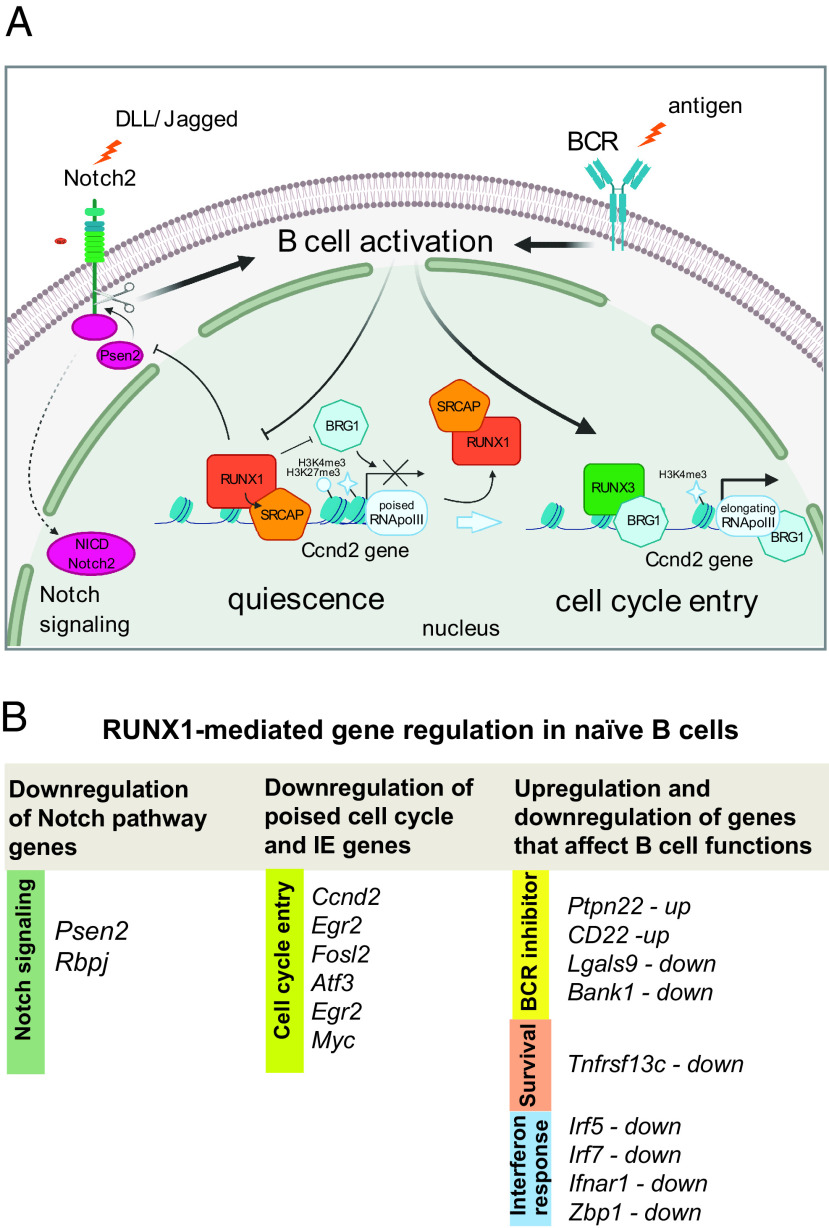
RUNX1-mediated regulation of gene expression affecting activation of naive B cells. (**A**) Schematic representation of the switch between RUNX1- and RUNX3-mediated gene regulation during activation of quiescent splenic B cells. The *Ccnd2* gene is shown as an example of a poised bivalent gene marked by histones H3K4me3 and H3K27me3, where RUNX1 recruits SRCAP and blocks binding of BRG1. This leads to reduced expression in resting B cells and immediately after BCR-mediated activation. After activation through stimulation of the BCR, RUNX1 is replaced at the promoter by RUNX3, which enhances binding of BRG1 and leads to full activation of *Ccnd2* expression. The diagram also shows the inhibitory effect of RUNX1 on Notch signaling through downregulation of *Psen2* expression. (**B**) Summary of the main genes affecting B cell activation and survival that are regulated by RUNX1 in naive B cells.

## Discussion

RUNX1 is known to be a critical regulator of gene expression during embryonic and adult hematopoiesis. The results described in this article extend our knowledge of the functions of RUNX1 by showing that it regulates a transcriptional program in naive resting B cells that reduces responsiveness of the cells to BCR and CD40 stimulation and delays entry into S-phase in response to these stimuli. Our results also provide evidence that the RUNX1 transcriptional program enhances proliferation of naive B cells in response to LPS stimulation, suggesting that it is involved in mediating the balance between BCR- and TLR-mediated responses of naive B cells.

Cell cycle and immediate early genes are a major category of genes that were affected by the RUNX1 knockout. Analysis of expression profiles revealed a rapid increase in transcript levels and enhancement of the rate at which transcription of cell cycle and immediate early genes increases in response to BCR stimulation in the knockout cells. The conclusion that this indicates a role for RUNX1 in regulating poising of these genes is reinforced by the presence of high levels of RNA Pol II at their promoters in wild-type resting B cells and relatively low levels in the body of the genes. Further support for poising of the cell cycle and immediate early genes comes from the observation that the promoters are marked with bivalent H3K4me3 and H3K27me3 histone modifications, which have been found to be associated with promoter poising in stem cells and in differentiated T cells and neuronal cells (40, 42, and reviewed in Ref. 46). Cyclin D2 has been shown to play an important role in B cell activation (30, 31, 69), and ectopic overexpression of *Ccnd2* has been shown to induce postmitotic cardiomyocytes to enter the cell cycle (70). Our data lead us to conclude that RUNX1-mediated downregulation of cyclin D2 expression plays an important role in controlling the rate of entry of naive B cells into S-phase.

Binding of RUNX1 to the poised cell cycle and immediate early genes occurs in conjunction with the chromatin remodeler SRCAP with particularly strong binding observed at distally located enhancer/silencer elements. BCR-mediated activation leads to a switch between binding of RUNX1 and its paralogue RUNX3 and between SRCAP and the SWI/SNF remodeling component BRG1. The hypothesis that RUNX1 recruits SRCAP to enhancers and promoters is supported by the strong colocalization of SRCAP binding with RUNX1, the reduction in binding of SRCAP at the *Ccnd2* and *Rbpj* promoters in the *Runx1* c-k/o resting B cells, and the fact that RUNX1 and SRCAP show a coordinated reduction in binding during B cell activation. It is noteworthy that RUNX3 has been reported to recruit BRG1 to gene promoters (56), suggesting that the switch from RUNX1 to RUNX3 binding plays a direct causal role in the SRCAP to BRG1 switch. However, the finding that BRG1 binding is increased in the knockout not only on BCR activation but also at the resting B cell stage, when RUNX3 protein is not yet expressed, indicates that BRG1 binding is downregulated by RUNX1 independently of RUNX3. These results also show that the increase in BRG1 binding that is observed at poised promoters in the knockout resting B cells persists after BCR-mediated activation by RUNX1. BRG1 has been shown to assist RNA Pol II in traversing a nucleosomal barrier, thereby promoting transcriptional elongation (71). Our findings support the idea that BRG1 and RUNX1 have opposing effects on poised promoters in resting B cells, with RUNX1 downregulating binding of BRG1, thereby reducing the rate of transition from a poised to an elongating transcriptional state (illustrated schematically in (Fig. 8A).

Interestingly, BRG1 has been shown previously to act in opposition to the repressive effects of the Autoimmune Regulator protein to poise peripheral-tissue-specific genes for expression during differentiation of medullary thymic epithelial cells (43). Low-level expression of peripheral-tissue-specific genes in medullary thymic epithelial cells allows their protein products to be presented on the cell surface, where they induce tolerance. The balance between Autoimmune Regulator and BRG1 binding is critical for achieving the correct timing and level of expression required to achieve this. BRG1 has also been implicated in gene poising in mouse ES cells as part of the ES cell BRG1/Brahma-associated factors (esBAF) remodeling complexes (72), and our data suggest that it has a similar role in resting B cells.

In contrast, the knockout of RUNX1 does not significantly affect enrichment of the PRC2-dependent modification, H3K27me3, at the *Ccnd2* gene, although levels of H3K27me3 were strongly decreased at both genes after activation. Levels of the PRC1 protein RING1B were increased on the *Ccnd2* gene in anti-IgM/IL-4–treated wild-type cells and in the *Runx1* c-k/o resting B cells. These results indicate that the PRC1 and PRC2 complexes are recruited independently of RUNX1 to the poised genes in B cells by as yet undetermined mechanisms. Binding of PRC1 independently of PRC2 has been shown to facilitate chromatin looping in mouse neural progenitor stem cells (50), so it is possible that increased binding of PRC1 at the *Ccnd2* gene during B cell activation acts to promote looping and stabilization of interactions between chromatin regulatory regions in the vicinity of the gene.

Our results also indicate that components of the NOTCH signaling pathway are affected by RUNX1. Expression of the γ-secretase catalytic subunit, *Psen2*, was strongly upregulated by the *Runx1* knockout in resting B cells. This was reflected in the increase in activated nuclear Notch2 protein that was observed in *Runx1* c-k/o resting B cells. Expression of the Notch effector, RBPJ, which binds to gene promoters in conjunction with activated Notch, was upregulated during activation of *Runx1* knockout B cells. The involvement of the Notch pathway in the modulating effect of RUNX1 on cell cycle entry was confirmed by the observation that premature entry of the *Runx1* knockout B cells into S-phase was reduced by treatment with a Notch inhibitor.

In addition to its effects on cell cycle and Notch pathway genes, our results identify genes that are either upregulated or downregulated by RUNX1, which are involved in a variety of B cell functions, including cell survival, BCR activation, and the type I IFN response. These genes do not, in general, show evidence of poising, and the major effect of RUNX1 binding is to increase or decrease the levels at which they are transcribed, before and immediately after activation. Overall, the known roles of the genes affecting B cell functions suggest that RUNX1 acts to reduce survival of FO B cells by downregulating levels of the BAFF receptor, as well as exerting a balancing effect on BCR signaling through upregulation of some genes that inhibit BCR signaling (*Ptpn22* and *Cd22*) and downregulation of others that also encode BCR inhibitors (*Trib1* and *Bank1*). In addition to these effects, our results indicate that RUNX1 has a generally inhibitory effect on expression of IFN response genes in resting B cells.

The gene regulation effects of RUNX1 that have been identified in this study are summarized in (Fig. 8B. Overall, they provide evidence that a primary function of RUNX1 is to act as a negative regulator of BCR-mediated B cell activation by altering the expression profile of poised genes that affect the dynamics of cell cycle entry and by reducing expression of Notch signaling pathway components. In addition to these effects, RUNX1 antagonizes the prosurvival effects of BAFF and exerts enhancing and inhibitory effects on the expression of genes that are known to reduce BCR responsiveness during the early stages of B cell activation in response to Ag. The effects of RUNX1 on the expression of multiple cell cycle and signaling pathway genes manifest themselves in the strong phenotype of accelerated cell cycle entry that is exhibited by *Runx1* knockout resting B cells in response to BCR stimulation. The number of RUNX1-regulated genes and their diverse functional roles in cell cycle, BCR, and Notch pathway regulation in B cells make it difficult to quantify the respective contributions of individual genes to the cell cycle phenotype. It is likely that, similar to many biological phenomena, the overall phenotype is the sum of effects from a number of different genes. Further studies will be required to dissect these different contributions.

Several of the genes that we have identified as targets for RUNX1 regulation in B cells have been linked to autoimmune diseases using genome-wide association study analysis (73), functional studies in animal models (74–77), or direct analysis in patients (68, 78). In addition to establishing a novel regulatory function for RUNX1 in B cell activation, our results suggest that changes to the expression and functioning of RUNX1 in B cells could have causal roles in human autoimmune disease.

## Supplementary Material

Data Supplement

# Supplementary material for: RUNX1 Regulates a Transcription Program That Affects the Dynamics of Cell Cycle Entry of Naive Resting B Cells
**Source:** J Immunol. 2021 Dec 15;207(12):2976–91. doi: 10.4049/jimmunol.2001367
**Supplement:** Data Supplement

**Thomsen et al**  
**Supplemental Figures**

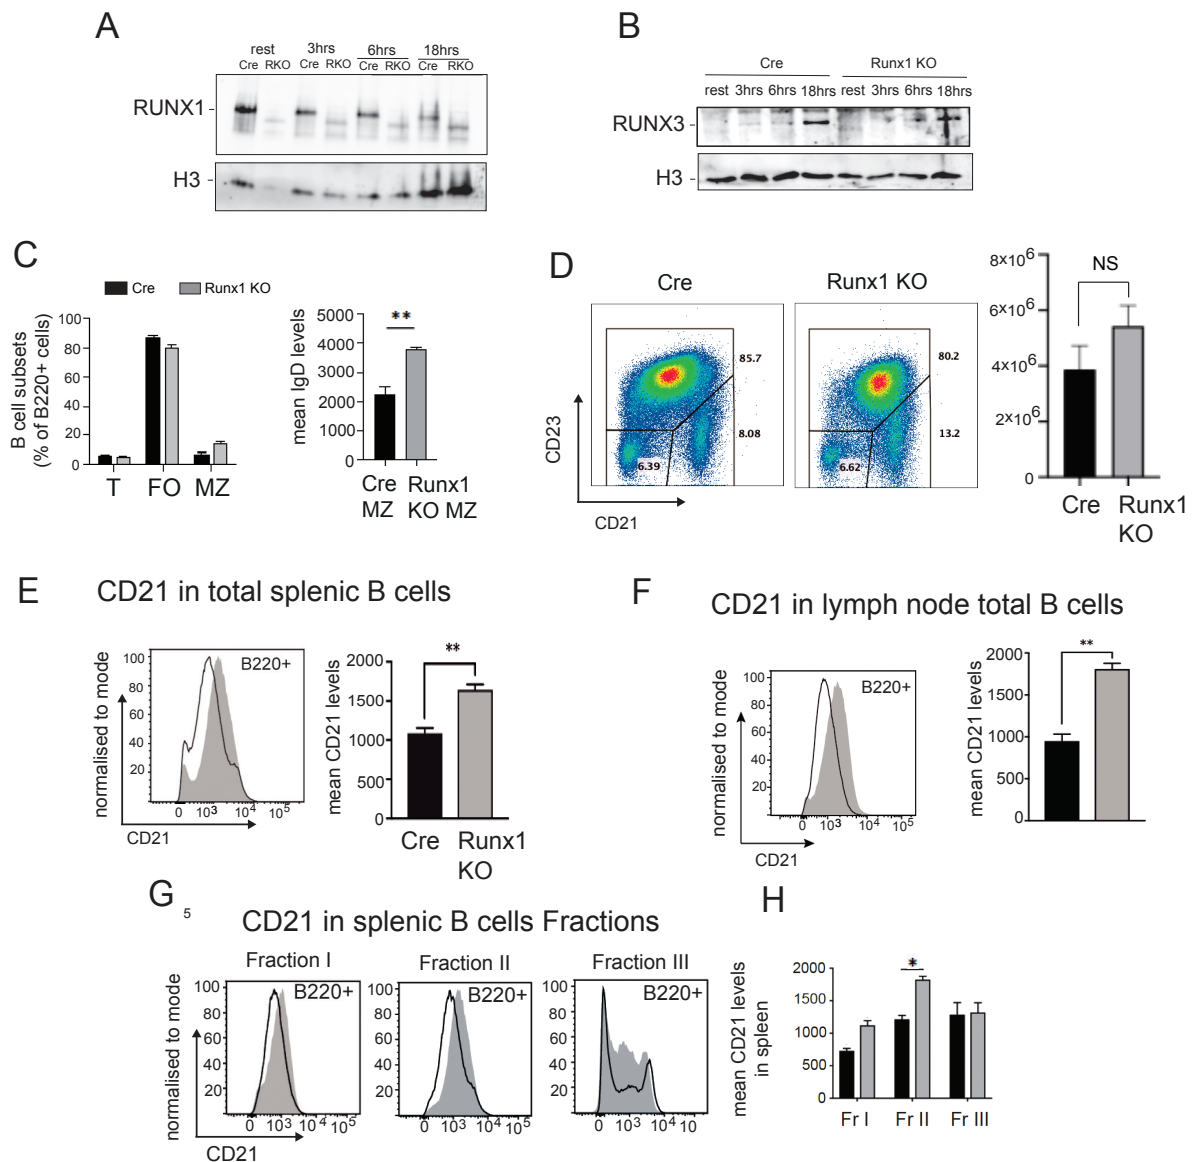

**Supplementary Figure 1. A, B.** Western Blot analysis of the levels of RUNX1 (A) and RUNX3 (B) in *Runx1* c-k/o (RKO) and CD23-cre (Cre) control resting B cells after activation with anti-IgM for 0-18hrs. **C.** Left panel; percentages of Transitional (T – CD23<sup>low</sup>/CD21<sup>low</sup>), Follicular (FO – CD23<sup>high</sup>/CD21<sup>mid-high</sup>) and Marginal Zone (MZ – CD23<sup>low</sup>/CD21<sup>high</sup>) B cells in splenic B220<sup>+</sup> cell populations. Right panel: Mean of IgD levels on the surface of MZ cells. Statistical calculations for panels C, D, E, F: error bars represent SEM. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ , NS: non-significant, Student's t test.  $n=3$ . **D.** Quantification of marginal zone (MZ) (CD21<sup>hi</sup>/CD23<sup>lo</sup>) cells in Cre-only and *Runx1* c-k/o spleens. The histogram shows the number of CD21<sup>hi</sup>/CD23<sup>lo</sup> B cells for each genotype. **E:** *Runx1* c-k/o splenic B cells express higher levels of surface CD21. Left panel: representative histogram of CD21 surface levels on B220<sup>+</sup> splenic B cells. Y-axis represents frequency of the CD21 level on the X-axis shown as a percentage of maximum count. Right panel: mean CD21 surface levels on splenic B220<sup>+</sup> cells. **F.** *Runx1* c-k/o lymph-node B cells express higher levels of surface CD21. Left panel: Representative histogram: of CD21 level as a percentage of maximum count. Right panel: mean CD21 surface levels on B220<sup>+</sup> lymph node B cells. **G.** Expression of CD21 in splenic B cell fractions: Representative histograms of CD21 surface levels in Fraction I-III cells from B220<sup>+</sup> splenic B cells are shown. **H.** Mean CD21 surface levels on Fraction I-III splenic B cells from the analysis shown in (G). Values = mean  $\pm$  SEM. Significance was calculated using one-way ANOVA followed by Tukey's multiple comparisons test. \* $p \leq 0.05$ .

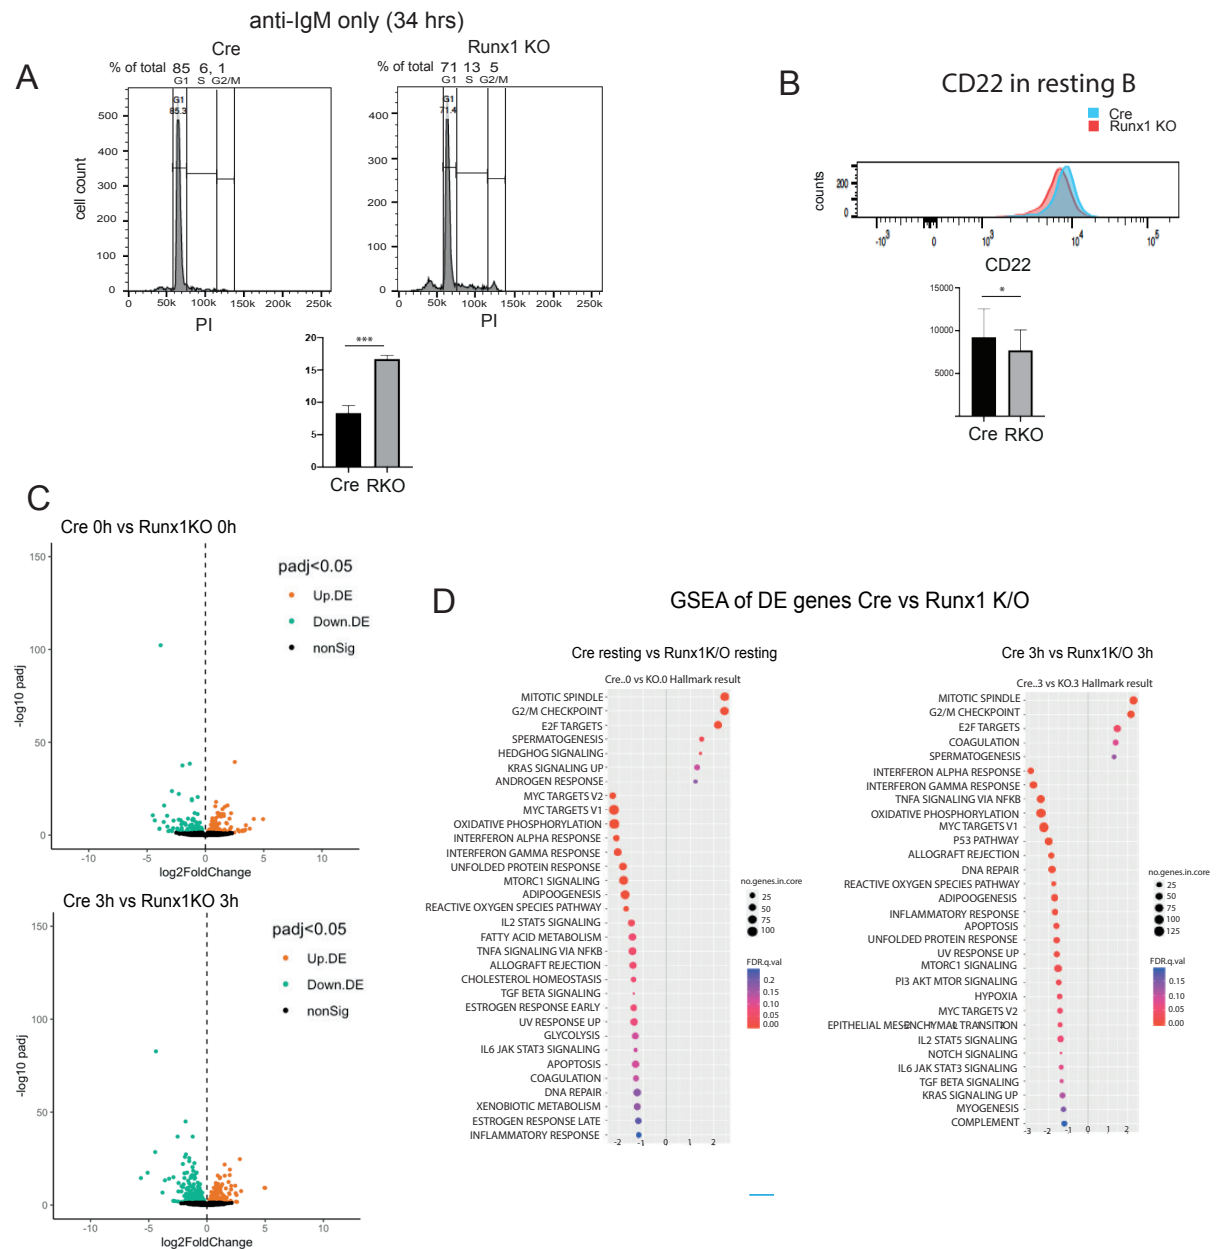

**Supplementary Figure 2. A.** Effect of the *Runx1* knockout on S-phase entry of resting B cells following stimulation of control CD23-cre (Cre) and *Runx1* c-k/o resting B cells with anti-IgM only. Proportions of cells in G1/S/G2-M were measured by PI staining as in Figure 1D. Top pane: Representative FACS analysis. Bottom panel: numbers of cell in G2/M. For (A), (B) and (B) Values = mean  $\pm$  SEM. \*\*\*  $p \leq 0.001$ , Student's t-test,  $n = 3$ . **B.** FACS analysis of CD22 protein expression in Cre and *Runx1* c-k/o resting B cells. Plots show expression in 3 biological replicates. **C.** 'Volcano plots' of statistical significance (adjusted p value) against fold- change of differentially expressed (DE) genes in Cre vs *Runx1* ck/o B cell at the resting state (left panels) or after 3 hrs of activation with anti-IgM. **D.** Scatter plots illustrate enriched *Runx1* c-k/o database pathways in resting B cells (left panel) and in 3hrs with anti-IgM activated cells (right panel). The vertical axis represents the enriched pathway categories and the horizontal axis represents the NES = Normalised Enrichment Score of the enriched pathways. The size and colour of dots represent the gene number and the range of p-values, respectively.

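A volcano plot places each gene by its log2 fold change between genotypes and by its adjusted p, and Supplemental Tables I and II list the genes that the paper called as differentially expressed. Of the 354 genes that the paper lists for resting cells, 349 were matched by name to a counted gene and 343 were among the tested genes. All 343 changed in the same direction in the edgeR fit as in the paper's list, and 189 of them had an adjusted p under 0.05. For 3 h, 672 of the paper's listed genes were read, 659 were matched and all 659 were tested. These 659 genes also changed in the same direction, and 341 of them had an adjusted p under 0.05. In DESeq2's Wald test 337 of the listed resting genes and 652 of the listed 3-h genes passed. The median absolute difference from the log2 fold change given by the paper was 0.00687 at rest and 0.0394 at 3 h with edgeR, 0.00685 and 0.00724 with DESeq2, and 0.0413 and 0.0491 with DESeq2 and a factor of unwanted variation.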

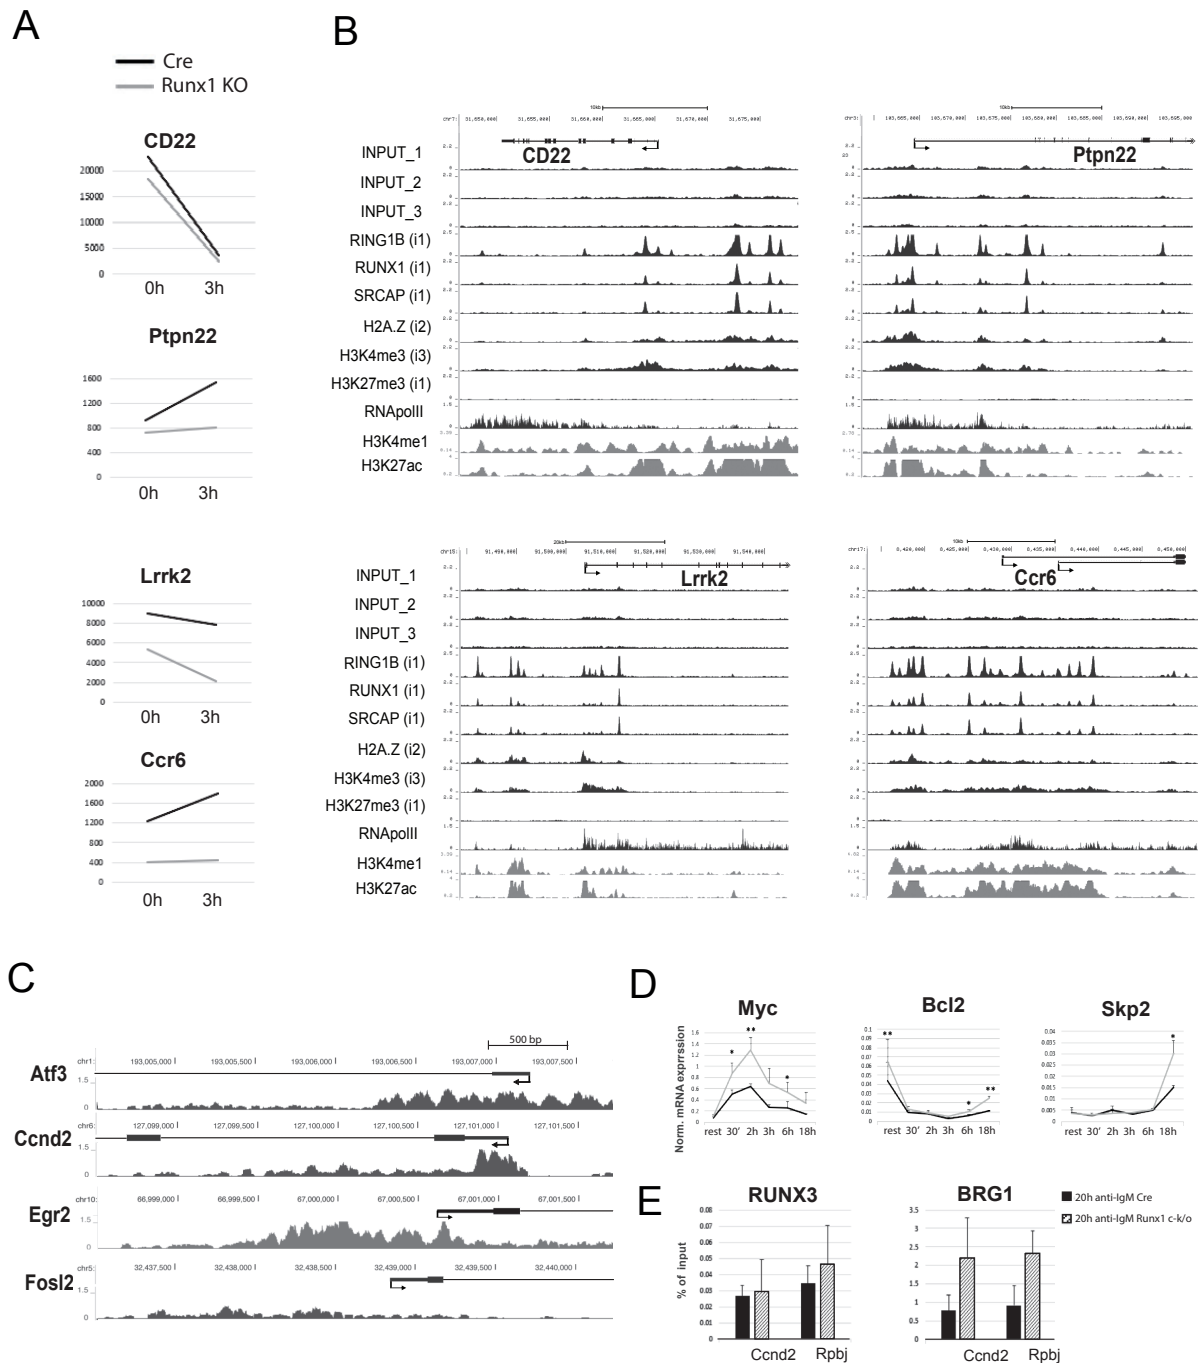

**Supplementary Figure 3: A.** BaseMean values for expression of genes with functional roles in B cells that are downregulated in the Runx1 c-k/o B cells (see Table I). Values were obtained from the RNAseq analysis at 0 and 3hrs anti-IgM + Il-4 treatment (see Table S1A and S1B). All values are the mean of 3 biological replicates. Adjusted p values for the differences in gene expression levels were < 0.05 for at least one of the points. **B.** ChIPseq tracks showing the profiles of factor binding and histone modification in resting B cells of the genes shown in (A). **C.** Close up of RNA Pol II occupancy levels at poised genes that are regulated by RUNX1 (the full set of ChIP-seq tracks for these genes are shown in Figure 3). **D.** RT-qPCR analysis of expression of the Notch target genes Myc, Bcl2 and Skp2 in resting B cells and following stimulation with anti-IgM for the times shown on the x-axes. The y-axes show normalised RNA expression. Values are mean  $\pm$  SD. \*  $p \leq 0.05$ , \*\*  $p \leq 0.01$ . Student's t-test,  $n = 3$ . **E.** qPCR-ChIP analysis of binding of RUNX3 and BRG1 to the *Ccnd2* and *Rbpj* promoters in Cre-only (Cre) and *Runx1* c-k/o B cells after 20 hrs stimulation with anti-IgM + Il-4.

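The base mean of a gene is its mean normalized count, so that a difference between groups can be read on the scale of expression. In normalized CPM, Ccr6 (ENSMUSG00000040899; chromosome 17 from 8429077 to 8449992) was at 72.7 ± 5.42 in resting Cre-only and 24.1 ± 5.04 in resting Runx1 c-k/o cells (SD, n = 3 each). After 3 h it was at 111 ± 16.7 and 27.2 ± 7.07 (SD, n = 3 each), with a standard error of 0.197 on its log2 fold change and an edgeR adjusted p of 0.000183. Lrrk2 (ENSMUSG00000036273; chromosome 15 from 91503606 to 91646551) was at 525 ± 28.5 in resting Cre-only and 313 ± 70.6 in resting Runx1 c-k/o cells (SD, n = 3 each), a log2 fold change of -0.74 (standard error 0.231, edgeR adjusted p = 0.198). After 3 h it was at 483 ± 26.7 and 128 ± 44.8 (SD, n = 3 each), a log2 fold change of -1.92 (standard error 0.238, edgeR adjusted p = 0.000876). With a factor of unwanted variation, the resting difference of Lrrk2 was -0.60 (edgeR adjusted p = 0.000224), against 0.0608 to 0.486 in the 12 alternatives without it.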

How the deposited data were processed for this re-analysis (not part of the article)

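RNA was sequenced from splenic resting B cells of Runx1 c-k/o and Cre-only mice, before activation and after 3 h with anti-IgM and IL-4, in 3 biological replicates per group and 12 samples in all. The authors isolated RNA from purified cells with ERCC spike-in RNA added, made stranded poly(A)-selected libraries from 500 ng of RNA and sequenced them as paired ends. The authors aligned the reads to mouse genome mm9 with Tophat2 and Ensembl annotation, counted them on genes with featureCounts, and deposited these raw read counts, one value per gene and sample, without normalization. The paper's text does not name the strand setting of the counting or its handling of reads with several alignments. The authors' own comparison used DESeq2 with factors of unwanted variation from RUV-seq, and the paper's text does not name the number of factors or the control genes. The count table holds 37991 Ensembl identifiers, 37205 of which have a gene name in the annotation used here, and 0 spike-in entries. Positions, exons and gene types were taken from the GENCODE annotation of mm9, and gene synonyms and the identifiers of the Reactome sets from a list of RefSeq genes.

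Totals per sample ranged from 14442251 to 23641552 counts. The 100 genes with the most counts held 18.6% to 23.7% of each total. The floor of 3 counts lay between 0.127 and 0.208 CPM before normalization. Normalized CPM is counts divided by the library size after TMM normalization. These floors cover counting error only, since the reads carry no molecular identifiers. With 3 replicates against 3, an exact permutation test of a single gene cannot give a p under 0.1, so genes were tested with models that share the spread across genes.

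Python 3.11.15 with pandas 2.3.3 was used to read the counts and make the tables, and R 4.3.3 for the models. Genes were kept by the filterByExpr function of edgeR 4.0.16 with its default minimum of 10 counts, which left 13538 genes. After TMM normalization, edgeR's robust quasi-likelihood fit of all 12 samples held 1 term for each of the 4 groups. The comparisons were Runx1 c-k/o against Cre-only cells at rest, the same at 3 h, the difference between these (the interaction), and 3-h against resting Cre-only cells for Bank1. Adjusted p-values are from edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes, and 0.05 was the threshold. Standard errors are those of the log2 fold change under the fitted model. Normalized values are given as mean ± SD of 3 samples. The design, the comparisons and the rule for naming genes were set before the counts were examined. By that rule the genes named were drawn from those whose expression the paper's results measure and, in each comparison of genotypes, the 5 higher and 5 lower genes with the smallest adjusted p among those whose 3 samples of one genotype all lay above the 3 of the other.

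For preranked GSEA, all tested genes were ranked by the signed square root of the F statistic and tested with fgsea 1.28.0 with 10000 permutations of gene labels. The 9 Reactome sets are mouse sets that come with fgsea, chosen to match the functions named in the paper. Hallmark sets were not used here. In their place 11 gene lists were written from general knowledge before the counts were examined, but after the paper's supplementary tables had been read. Benjamini-Hochberg adjustment was made over the 9 sets and over the 11 lists separately. The genes of Supplemental Table III were counted by direction and compared with equal shares by a two-sided exact binomial test. Genes within 20 Mb of Runx1 were compared with all other genes by a two-sided Fisher's exact test.

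The alternatives set before the data were examined were DESeq2's size factors in place of TMM, no filter on low counts, at least 10 counts in every sample, the Wald test of DESeq2 1.42.0, 1 RUVs factor of unwanted variation in edgeR and in DESeq2, the replicate number as a block, only the 2 groups compared, each sample left out in turn, the camera test of limma 3.58.1 in place of GSEA, and windows of 10 and 5 Mb around Runx1. RUVs was computed from replicate differences over all tested genes, following its published definition, as the package itself was not used here. After the data were examined, a replicate block within each genotype, which pairs resting and 3-h samples of the same number, was added for changes on activation, and 3 alternatives were added for the Reactome sets: removal of the trend of the statistic on transcript length, of its trend on GC content (both by loess with a span of 0.5), and removal of proteasome genes from the sets. Normalization on ERCC spike-in counts was planned but could not be run. The models were tested on simulated data with 200 changed genes among 13538: edgeR called 168 of them and 4 of the 13338 unchanged genes, and DESeq2 called 162 and 13. With a factor of unwanted variation added to the simulation, the fit without this factor called 54 of the 200 changed genes and 0 unchanged genes. With 1 RUVs factor in the fit it called 165 and 16. The simulations held no difference in spread between genotypes. In the real samples the ratio of the median variances of Runx1 c-k/o to Cre-only samples was 4.44 at rest and 7.70 at 3 h. The simulated calls therefore do not give the error rate in the real samples. With the real samples split in other ways, each comparison was repeated to count results as large as the real one.

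Gene names in the paper's tables were matched to the counted genes by current symbol (970 entries of Supplemental Tables I and II) or by synonym (38 entries), and 18 entries were not matched. A further 13 numbered entries of Supplemental Table II are not analysed here. The ChIP-seq, RT-qPCR, flow cytometry and western blot experiments are not analysed here. Figures were drawn with matplotlib 3.10.9.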

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

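The tests of the degree of activation and of mixed-in RNA behind the changed genotype differences were chosen only after the result was seen. The other tests of this part were chosen before.

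In 11 genes the difference between Runx1 c-k/o and Cre-only cells itself changed between rest and 3 h of activation (interaction term of edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05, against 686 genes at an unadjusted p under 0.05). The paper does not report this comparison. On the log2 scale the change in the difference was 1.24 for Tsc22d1, 1.62 for Itsn1, 1.00 for Elk3, 1.42 for Nr4a2, 0.95 for Cd47, 1.07 for Gadd45a, 4.91 for Prss12, 0.93 for Zbp1 and 1.55 for Plcxd2, and it was -1.29 for Klhdc2 and -1.04 for Ass1. Tsc22d1, Itsn1, Elk3, Nr4a2, Gadd45a, Klhdc2 and Ass1 were named after their values were seen. For Tsc22d1, Itsn1, Elk3 and Nr4a2 the interaction passed in all 12 of the fits that each left out one sample. The number of such fits was 9 for Cd47, 7 for Gadd45a, 6 for Klhdc2 and for Prss12, 4 for Ass1, 3 for Plcxd2 and 2 for Zbp1. The size for Prss12 is not well determined, since its counts in resting Runx1 c-k/o cells (2, 1 and 1) and in 3-h Cre-only cells (2, 3 and 3) are at or under the floor of 3 counts. All 11 genes were also called with DESeq2's Wald test, among 75 genes, and with 1 RUVs factor, among 137. With DESeq2 and 1 RUVs factor 10 of the 11 were called, among 259 genes. With at least 10 counts in every sample 10 of them were called, among 13. In 5 of the 32 arrangements that exchange genotype labels between same-numbered samples, as many genes passed as in the real one, itself included. The 4 others gave 757, 34, 14 and 13 genes. The arrangement with 757 genes exchanges all 3 pairs at 3 h only and so turns the genotype difference itself into an interaction. Those with 14 and 13 genes exchange all 3 pairs at 3 h and 1 at rest, and the one with 34 genes exchanges 2 pairs at rest, so these carry that difference in part. No arrangement that mixes the genotypes at both times gave as many genes as the real one. The share of arrangements therefore cannot tell an interaction from chance. With the replicate number as a block within each genotype, an alternative chosen after seeing the data, 4 genes passed, 3 of them among the 11, against 517 at an unadjusted p under 0.05.

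A less complete activation of the Runx1 c-k/o samples is a candidate explanation. For 9 of the 11 genes the interaction ran against the gene's mean change on activation (two-sided exact binomial test, p = 0.0654), and across all tested genes the interaction and activation statistics had a correlation of -0.212, genes not being independent replicates. It does not account for Plcxd2, which rose more on activation in Runx1 c-k/o cells (2.45 on the log2 scale) than in Cre-only cells (0.91). Nor does it account for Itsn1, which changed by 1.29 in Runx1 c-k/o and by -0.33 in Cre-only cells. Zbp1 changed by -0.74 in Cre-only cells. In Runx1 c-k/o cells it changed by 0.19 (standard error 0.0975, edgeR adjusted p = 0.0879), so a reversed sign is not established for Zbp1. The sign also differed for Prss12 (-3.19 in Cre-only and 1.72 in Runx1 c-k/o cells), but there the rise in Runx1 c-k/o cells rests on 5, 4 and 5 counts at 3 h against 2, 1 and 1 at rest, close to the floor. For Tsc22d1, Nr4a2, Cd47, Gadd45a, Klhdc2 and Zbp1 a less complete activation is not excluded. Ass1 was already higher in resting Runx1 c-k/o cells (1.17 on the log2 scale, edgeR adjusted p = 0.000184). At 3 h its difference was 0.13 (edgeR adjusted p = 0.509). A deficit at 3 h alone does not give that resting difference. Elk3 also differed at rest (-0.56, edgeR adjusted p = 0.00510). Its value at 3 h was 0.44, so such a deficit could give only a part of its interaction. RNA of activated cells mixed into replicate 2 of the resting Runx1 c-k/o cells, a median of 12.1% of the 3-h level in strongly raised genes, could also narrow the change on activation, but without that sample 17 genes passed, all 11 among them. Without replicate 2 of the 3-h Runx1 c-k/o cells 5 genes passed, all of them among the 11. Fits without a Cre-only sample gave 4 to 9 genes, so the part of that 3-h sample cannot be judged from this count. Across genes the interaction statistic had a correlation of -0.119 with transcript length and of 0.0961 with GC content, both with an r squared under 0.1. A difference in depth is not seen, since the median totals of the 4 groups lie between 15556834 and 17550148 counts. An effect of the knockout that depends on activation remains a hypothesis beside the degree of activation and the variation between samples.

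Among the genes called here, 13 at rest (5 of them higher in Runx1 c-k/o cells) and 34 at 3 h (10 higher) are not in the paper's Supplemental Tables I and II. These calls could depend on the test, but DESeq2's Wald test also called 76.9% of the 13 and 70.6% of the 34. Some of the 34 might be among the 13 numbered entries of Supplemental Table II that are not analysed here or among its 13 entries matched to no gene, and some of the 13 resting genes among the 5 such entries of Supplemental Table I. No biological explanation was tested for these genes beyond the genotype itself.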

How the results depend on the processing

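The alternatives were set before the data were examined, except the removal of the length and GC trends and of the proteasome genes and the replicate block within each genotype, which were chosen after seeing the data. The cause of the changes below was not tested unless a test is named. Normalization on spike-in counts was not run, since the counts hold no spike-in entries.

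The number of genes with an adjusted p under 0.05 (202 at rest, 375 at 3 h and 11 in the interaction) was 357, 691 and 75 with DESeq2's Wald test, 516, 1068 and 137 with 1 RUVs factor, and 585, 1284 and 259 with DESeq2 and 1 RUVs factor. With only the 2 groups compared it was 223 at rest and 158 at 3 h. It ran from 81 to 140 at rest and from 180 to 617 at 3 h across the 6 fits that each left out one sample, and from 4 to 31 in the interaction across 12 such fits. The lowest of these counts were from fits without a Cre-only sample. With DESeq2's size factors (201, 388 and 14), no filter (189, 346 and 14) and at least 10 counts in every sample (142, 354 and 13), the counts stayed within 1.5 times those above. With the replicate number as a block they were 140, 275 and 12. The division into higher and lower genes at 3 h (199 and 176) also moved. It was 238 and 150 with DESeq2's size factors, 218 and 136 with at least 10 counts in every sample and 102 and 56 with only the 2 groups compared. With 1 RUVs factor it went the other way, with 463 higher and 605 lower. With the block within each genotype the interaction count was 4, 3 of them among the 11, against 517 at an unadjusted p under 0.05. Zbp1 was not among them, with a change in the difference of 0.94. DESeq2's Wald test called 199 of the 202, 364 of the 375 and all 11. Replicate numbers carried no pairing across genotypes: deviations from the group means of same-numbered samples had correlations of 0.0111, 0.027 and 0.068 at rest and -0.0485, -0.0665 and 0.00989 at 3 h.

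Of the 10 ways to split the 6 samples of a time into 3 and 3, only 4 part all 3 same-numbered pairs, as the real split does; the other 6 keep 2 pairs together. Among these 4, as many genes passed in 1 split, the real one, at rest and again in 1 at 3 h. All 9 other splits at each time called 0 genes, against 231 to 429 genes at rest and 369 to 851 at 3 h at an unadjusted p under 0.05. As many Reactome sets passed in 3 of the 4 splits at rest and 4 of the 4 at 3 h, and as many written lists in 2 at rest and 1 at 3 h. A division as unequal among the genes near RUNX1 peaks arose in 3 of the 4. Over all the other splits, 2 to 7 of 9 sets passed at rest and 4 to 6 at 3 h, so the adjusted p of a set, which permutes genes, does not speak for a difference between genotypes. With so few splits no share can be under 0.05.

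The number of Reactome sets that passed, 5 at rest and 4 at 3 h, was 3 at rest with limma's camera test and 8 at 3 h with DESeq2's statistic, and ran from 3 to 6 at rest and from 4 to 8 at 3 h with one sample left out. For the written lists, 8 at rest and 9 at 3 h, it ran from 4 to 9 and from 5 to 10. At 3 h the NES of the G1-S set (1.16) was 1.40 with DESeq2's statistic, -1.19 with the length trend removed and -1.31 without proteasome genes, and ran from -1.52 to 1.82 with one sample left out. That of the S-phase set (1.13) was 1.39, -0.858 and -1.01, and ran from -1.46 to 1.81. That of the BCR set (1.34) was 1.53 with DESeq2's statistic and -0.891 without proteasome genes, and ran from 0.937 to 1.56. With the replicate block these 3 sets had 1.15, 1.12 and 1.29. The translation set at 3 h, with an NES of 3.26, passed in each of these settings and in all 6 fits that left out one sample (2.06 to 3.51). The 3-h IFN-α/β set (1.62) had 1.66 with DESeq2's statistic and ran from 1.55 to 1.65 with one sample left out. At rest the IFN-α/β set (1.73) had an adjusted p of 0.0926 with camera and ran from 1.61 to 1.83. The resting G2-M set (-1.46) had -1.43 with the replicate block and an adjusted p of 0.12 with camera, and ran from -1.47 to -1.16. The resting MYC target list (2.47) ran from -0.442 to 2.70 and the mTORC1 list (2.19) from -0.871 to 2.39, the lowest of each without replicate 2 of the resting Runx1 c-k/o cells. The IFN signaling and prometaphase sets kept their direction and an adjusted p under 0.05 at both times in all 6 fits that left out one sample.

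Within 20 Mb of Runx1 the odds ratio for genes called at rest was 3.09 with DESeq2's Wald test (Fisher's exact p = 0.0171), against 1.72 with edgeR (p = 0.331), 1.92 within 10 Mb, 2.45 within 5 Mb (p = 0.204) and 1.23 with the replicate block. The share of higher genes among those near RUNX1 peaks was 46.5% with DESeq2's size factors, DESeq2's Wald test, the replicate block and each resting sample left out, and 49.5% among the called genes alone. The other alternatives were not run for it. The fall of Bank1 on activation in Cre-only cells passed under every alternative, from -2.06 to -1.73 on the log2 scale and from -1.98 to -1.79 with one sample left out.

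Among single genes the direction reversed in 6 genes, none with an adjusted p under 0.05 in edgeR's fit of all samples, though Notch2 at 3 h passed with DESeq2 and 1 RUVs factor. For E2f1 at 3 h (-0.0047) the log2 fold change was 0.0401 with size factors, 0.0380 with DESeq2, 0.0088 with no filter, 0.0318 with at least 10 counts and 0.0121 with 2 groups, and ran from -0.11 to 0.12 with one sample left out. For Myc at rest (0.01) it was -0.0187 with at least 10 counts, -0.0191 with 2 groups, -0.11 with 1 RUVs factor, -0.12 with DESeq2 and RUVs and -0.0020 with the replicate block, and ran from -0.24 to 0.17. With one sample left out it ran from -0.0348 to 0.11 for Runx3 at rest, from -0.19 to 0.0376 and from -0.26 to 0.0512 for Ccne1 at rest and 3 h, from -0.10 to 0.36 for Notch2 at 3 h and from -0.0832 to 0.56 for Bcl2 at 3 h. Of 77 results for single genes, 5 others became stronger with DESeq2, 9 became stronger and 1 weaker with 1 RUVs factor, 12 became stronger with DESeq2 and RUVs, and 1 became weaker with the replicate block and 1 with no filter. With 2 groups 6 of 74 became weaker. Of 480 results from fits that left out one sample, 439 kept their direction and side of the threshold, 28 became weaker and 2 stronger. The depth limits Prss12, whose counts reach the floor of 3 in 2 groups.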

Differences from the paper's values

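The paper gives 167 genes higher and 187 lower in resting Runx1 c-k/o cells, against 99 and 103 here, and 409 higher and 277 lower at 3 h, against 199 and 176 here. Of the alternatives set before the data were examined, DESeq2's Wald test gave 166 and 191 at rest and 407 and 284 at 3 h, all 4 within 1.5 times the paper's. These counts were the closest to the paper's. With 1 RUVs factor in edgeR, 265 lower genes at rest and 463 higher genes at 3 h were within that range, and 251 higher genes at rest and 605 lower genes at 3 h were not. With DESeq2 and 1 RUVs factor, the combination closest to the methods that the paper describes, the counts were 290 and 295 at rest and 713 and 571 at 3 h, outside that range. Its log2 fold changes had a median absolute difference from the paper's of 0.0413 at rest and 0.0491 at 3 h. Without the factor DESeq2 gave 0.00685 and 0.00724. These values argue against this factor in the fit behind the paper's lists. Other factors of unwanted variation were not tried. Without replicate 1 of the 3-h Runx1 c-k/o cells 273 genes were higher at 3 h, and without replicate 3 of them 348 were lower, both within the range. DESeq2's size factors in edgeR, no filter, at least 10 counts in every sample, the replicate block, the fits of 2 groups and the other fits with one sample left out did not bring any of the 4 counts within it.

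An NES is counted here as differing from the paper's when the gap exceeds the SD of the values over the 6 fits that each left out one sample, which was 0.0854 for IFN-α/β signaling at rest and, at 3 h, 0.522 for translation, 0.222 for BCR signaling and 0.0701 for IFN signaling. In Fig. 3B, read by eye and with negative values for genes higher in Runx1 c-k/o cells, the paper's NES for IFN-α/β signaling at rest is about -2.5, against -1.73 here on the paper's sign, and none of the alternatives closed the gap. For translation at 3 h the paper's value in Fig. 3B is about -2.6, against -3.26 here. It came within that SD, narrowly, with DESeq2's statistic (-3.12) and without replicate 1 (-3.08) or 3 (-3.11) of the 3-h Cre-only cells, and it did not with the replicate block and in the other 4 fits with one sample left out. For BCR signaling at 3 h the paper's value in Fig. 3B is about -1.6, against -1.34 here, and the gap closed with DESeq2's statistic and without replicate 2 or 3 of the 3-h Runx1 c-k/o cells but in no other of these settings. For IFN signaling at 3 h the paper's value in Fig. 3B is about -2.3, against -2.45 here, and the gap closed only without replicate 2 of the 3-h Runx1 c-k/o cells. The gene content of the sets was not compared with that of the paper's sets.

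The paper states below Table I that all the differences shown have an adjusted p under its threshold, and in Fig. 7A that this holds for at least one of the times. Here 3 of the 13 genes passed at rest and 11 at 3 h. The paper's Supplemental Table I lists 4 of the 13 for resting cells, and its Supplemental Table II lists all 13 for 3 h. Cd22 at 3 h had a log2 fold change of -0.56 (edgeR adjusted p = 0.0860), below Cre-only cells in 3 of 3 samples, and Bank1 at 3 h one of 0.39 (edgeR adjusted p = 0.0872), above them in 3 of 3 samples. Cd22 passed with DESeq2's Wald test (adjusted p = 0.0245), with 1 RUVs factor (0.00182), with DESeq2 and RUVs (3.50e-05) and without replicate 2 of the 3-h Runx1 c-k/o cells (0.0146), and in the other alternatives its adjusted p ran from 0.0937 to 0.290. Bank1 passed with DESeq2's Wald test (0.00349), with 1 RUVs factor (0.00854) and with DESeq2 and RUVs (0.000107), and in the other alternatives its adjusted p ran from 0.0601 to 0.324. The paper lists Ptpn22 and Cr2 among the genes changed at rest. Here Ptpn22 had an adjusted p of 0.147 and Cr2 a log2 fold change of 0.48 and an adjusted p of 0.147, and both passed with DESeq2's Wald test (0.0294 and 0.0177), with 1 RUVs factor (0.0413 and 0.0213) and with DESeq2 and RUVs (0.00998 and 0.000528). In the other alternatives the adjusted p ran from 0.0707 to 0.447 for Ptpn22 and from 0.132 to 0.512 for Cr2. The paper lists Rbpj at 3 h. Here its log2 fold change was 0.29 (edgeR adjusted p = 0.227), and it passed with DESeq2's Wald test (0.0441), with DESeq2 and RUVs (0.0154) and without replicate 1 of the 3-h Runx1 c-k/o cells (0.0486), with a range from 0.0880 to 0.449 in the others. Of the listed genes tested here, 189 of 343 at rest and 341 of 659 at 3 h passed with edgeR, and 337 and 652 with DESeq2's Wald test.

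The paper states that Lgals9 was upregulated in resting as well as 3-h cells. At rest its log2 fold change was 0.23 here (edgeR adjusted p = 0.414), higher in 3 of 3 samples. The paper counts 10 upregulated and 4 downregulated genes among the 13, and 9 and 4 were found here. The paper states that the G1-S, S-phase and BCR genes were upregulated at 3 h. With edgeR's statistic their sets had NES values of 1.16, 1.13 and 1.34 in that direction, with permutation-test adjusted p-values of 0.246, 0.247 and 0.071. The 3 sets passed with DESeq2's statistic (0.0468, 0.0468 and 0.0165) and without replicate 2 or replicate 3 of the 3-h Runx1 c-k/o cells, and without replicate 1 of them the G1-S and S-phase sets were lower (NES -1.52 and -1.46).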

Other observations

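The tests of the degree of activation, of RNA of the other time mixed in and of myeloid RNA in single libraries, of transcript length in replicate 1 and of transcript length and GC content in replicate 3 of the 3-h Runx1 c-k/o cells, of the MYC and mTORC1 lists, of the sets with DESeq2's statistic, of strain variants near Runx1, of pseudogenes and of marginal zone genes were chosen only after the result was seen. The other tests of this part were chosen before.

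The Runx1 c-k/o samples varied more than the Cre-only samples. The ratio of their median variances over 11823 genes was 4.44 at rest and 7.70 at 3 h. The fits share their estimate of spread across groups, so their p-values and standard errors do not allow for this inequality. Resting replicate 2 stood apart from the other two Runx1 c-k/o samples. Its deviation from them had a correlation across genes of 0.452 with the log2 fold change on activation in Cre-only cells, of -0.407 with transcript length and of 0.198 with GC content, genes not being independent replicates. The corresponding correlations of the 3 resting Cre-only samples lay between -0.0884 and 0.0784 for activation, between -0.0359 and 0.071 for length and between -0.0869 and 0.0753 for GC content. Those of resting replicates 1 and 3 of the Runx1 c-k/o cells were -0.256 and -0.44 for activation, 0.312 and 0.31 for length and -0.103 and -0.205 for GC content, opposite in sign to those of replicate 2. Il2ra, chosen after its values were seen, was at 39.4 normalized CPM in this sample and at 4.69 and 4.05 in replicates 1 and 3, and Cish, chosen in the same way, at 19.1 against 1.93 and 2.39. The myeloid marker genes deviated by a mean of 0.0465 on the log2 scale, against -0.519 to 0.648 in the resting Cre-only samples. Across genes the change on activation and transcript length had a correlation of -0.0148, and with the other of these held fixed the deviation kept one of 0.495 with activation and of -0.45 with length, so neither stands in for the other. The deviation was 3.14 on the log2 scale for Il2ra and 3.08 for Cish, where the trend on length gives 0.00264 and 0.144. Over the 37 genes raised 16-fold or more on activation in Cre-only cells, this sample lay above the other Runx1 c-k/o samples by a median of 12.1% of the way to the 3-h level (10th to 90th percentile 10.3% to 15.2%), and the resting Cre-only samples by -0.167% to 0.148%. A share as even as this may come from RNA of activated cells mixed in, before or after the RNA was taken, and a length bias may account for another part. A low degree of activation in all cells of this sample is not excluded. The correlation with GC content also lies outside the Cre-only range, but with an r squared under 0.1, the minimum used in these tests. The mean of the myeloid genes cannot tell whether RNA of myeloid cells adds to the deviation, since these genes went both ways. Lyz2 was at 34 normalized CPM in this sample, against 18.8 and 17.1 in replicates 1 and 3, and Csf1r at 283 against 139 and 238. Emr1, Cd14, Fcgr3 and Cd68 were also highest in it. S100a8 (0.0646), S100a9 (0.259) and Mpo (0.129), all close to the floor, were lowest in it, and Itgam lay between the other samples.

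Replicate 1 of the 3-h Runx1 c-k/o cells also stood apart from the other two, with the lowest TMM factor of the 12 samples (0.886). Its deviation had a correlation across genes of 0.361 with activation, of -0.476 with transcript length and of 0.172 with GC content, and the myeloid genes deviated by 0.406 on the log2 scale. For replicate 2 of the 3-h Runx1 c-k/o cells the correlations were -0.616 with activation, 0.193 with length and -0.00204 with GC content, and the myeloid genes deviated by 0.244. For replicate 3 they were 0.15 with activation, 0.475 with length and -0.245 with GC content, and the myeloid genes deviated by -0.65. The 3-h Cre-only samples had correlations between -0.176 and 0.16 with activation, between -0.0834 and 0.0475 with length and between -0.12 and 0.107 with GC content, and their myeloid genes deviated by -0.555 to 0.641. The GC content values of replicates 1 and 3 and the length value of replicate 2 lie outside these ranges with an r squared under 0.1. The myeloid value of replicate 3 also lies outside, on the side of fewer myeloid transcripts. In the 138 genes lowered 16-fold or more on activation in Cre-only cells, replicate 2 lay above the other Runx1 c-k/o samples by a median of 6.44% of the way to the resting level (10th to 90th percentile 4.59% to 11.8%), in all 138 genes, and the 3-h Cre-only samples by -0.426% to 0.328%. This share is less even than that of resting replicate 2, so a mixture with RNA of resting cells and a lower degree of activation cannot be told apart here. Since each deviation is taken from the other two samples of the group, one deviating sample also moves the values of the others. A length bias may be behind the deviations of replicates 1 and 3, which are opposite in sign, and a different degree of activation behind those of replicates 1 and 2. In replicate 1 the correlation with activation was 0.425 with length held fixed, and that with length -0.509 with activation held fixed, so both remain. A mislabelled sample is a further possibility: the deviations of resting replicate 2 and of 3-h replicate 1 of the Runx1 c-k/o cells had a correlation of 0.477 with each other, and those of the same-numbered samples had -0.254, -0.264 and 0.254. Over 64 immunoglobulin genes the same-numbered Runx1 c-k/o samples had 0.256, 0.307 and 0.666, against at most 0.0366 for samples of unlike number, so the numbering was not contradicted there. Part of that gap is built in, since deviations from a group mean cancel out. No biological explanation was tested, since the design gives no condition that sets these samples apart.

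Of the 4 Reactome sets named for 3 h, 1 passed with edgeR's statistic, the translation set. With the trend on transcript length removed 1 passed, with the trend on GC content removed 1, and without replicate 1 of the 3-h Runx1 c-k/o cells 1, the translation set each time. Since only 1 passed to begin with, these tests cannot tell for the 4 sets together. Of the G1-S, S-phase and BCR sets 0 passed before and 0 passed without the proteasome subunit genes. With DESeq2's statistic these 3 sets passed. Then 0 of the 3 stayed higher with an adjusted p under 0.05 without the proteasome subunit genes, 0 with the length trend removed and 0 without replicate 1 of the 3-h Runx1 c-k/o cells. The rank of these sets with DESeq2's statistic may thus rest on proteasome genes, on a length bias or on this sample. Lists written from general knowledge for related functions, with proteasome subunits left out, pointed the other way. The list of 50 G1-S and DNA replication genes had an NES of -2.32 at rest (permutation test, adjusted p = 0.000464; -2.41 to -2.01 with one sample left out) and of -1.62 at 3 h (permutation test, adjusted p = 0.0126; -2.15 to -1.13). The list of 50 BCR-proximal genes had -1.16 at rest (permutation test, adjusted p = 0.246) and -1.35 at 3 h (permutation test, adjusted p = 0.0897). With camera at 3 h both were lower, with an adjusted p of 0.0574 and 0.0803. A higher expression of G1-S, S-phase and BCR genes in the knockout is thus not seen apart from the proteasome genes. Of the other lists, at rest and 3 h, ribosomal proteins had an NES of 2.76 and 3.50, oxidative phosphorylation 2.11 and 2.54, proteasome 2.04 and 2.46, TNF and NF-κB targets 1.45 and 2.68, and the NOTCH pathway -0.809 and 1.05. In resting cells 0 of the MYC and mTORC1 lists stayed higher without replicate 2 of the Runx1 c-k/o cells (NES -0.442 and -0.871), and the lists for oxidative phosphorylation (-0.653) and proteasome (-0.581) did not either, so their rank may come from that sample alone.

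Runx1 c-k/o mice carry a targeted allele, and genes near it can differ by strain. This comparison was planned before the counts were examined but after several neighbours of Runx1 had been seen in the paper's supplementary tables. Within 20 Mb of Runx1, 2 of 79 tested genes were called at rest (Ifnar1 and Il10rb; two-sided Fisher's exact test, p = 0.331) and 5 of 79 at 3 h (Ifnar1, Itsn1, Mx2, Nrip1 and A930006K02Rik; p = 0.0677). Il10rb, Mx2, Nrip1 and A930006K02Rik were named after their values were seen. Neither p is under 0.05. Among the 4 splits that part the same-numbered pairs, 1 gave as small a p at rest and 1 at 3 h, the real one. The other splits called 0 genes (231 to 429 at rest and 369 to 851 at 3 h at an unadjusted p under 0.05), so their p was 1 and this comparison could not come out otherwise. Windows of the same width around 2.83% of the other tested genes held as large a share of genes called at 3 h, so such clusters were uncommon elsewhere. Both resting genes near Runx1 are listed near RUNX1 peaks, against 109 of 200 elsewhere (Fisher's exact p = 0.502), which cannot tell binding apart from chance. Strain variants that act alike at both times would leave the genotype difference unchanged on activation, and of the 6 genes 1 (Itsn1) passed the interaction test. A variant that acts only in activated cells could also give this, so strain variants are not excluded for any of the 6.

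Dmwd was at 29.7 to 38.8 normalized CPM in 3-h Runx1 c-k/o samples and at 1.34 to 2.04 in 3-h Cre-only samples. Of its neighbours within 50 kb, chosen after their values were seen, Dmpk was higher by 2.02 at rest and 3.49 at 3 h on the log2 scale (edgeR adjusted p = 0.00457 and 0.000959), in 3 of 3 samples. Six5 had 17 to 25 counts in the Runx1 c-k/o samples and 2 or fewer in the Cre-only samples, under the floor of 3 counts. Sympk and Fbxo46, neighbours on either side, had an adjusted p of 0.783 and 0.551 at rest. Of the 2 raised neighbours 0 overlap Dmwd in the annotation, so reads of 1 gene counted on overlapping genes are unlikely to be the source. Transcription that runs on from Dmwd, a strain variant at this locus and an effect of the knockout were not tested.

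Of 320 pseudogenes tested, 9 were called at rest (2.81%, against 1.46% of other genes; two-sided Fisher's exact test, p = 0.0585) and 9 at 3 h (p = 0.863), so reads moving between near-identical copies were not seen to add calls at both times. Cr2 was higher at rest by 0.48 on the log2 scale in 3 of 3 samples (edgeR adjusted p = 0.147). A larger share of marginal zone cells might raise Cr2. A list of marginal zone genes without Cr2 had an NES of 1.36 (permutation test, adjusted p = 0.558). This cannot decide the question, since the list is short and its genes went both ways. In resting cells 2010001M09Rik was at 167, 199 and 182 normalized CPM in Runx1 c-k/o and at 134, 134 and 128 in Cre-only samples. Cd36 was at 64.2, 89.5 and 76.1 against 107, 98.8 and 105. Xist was at 290 to 854 normalized CPM and Ddx3y at 70.4 to 151 in all 12 samples, so that RNA of both sexes is present in each. Xist was at 295 in resting replicate 2 and at 290 in 3-h replicate 1 of the Runx1 c-k/o cells. It was at 509 to 854 in the other Runx1 c-k/o samples. The deviations of that pair had the correlation of 0.477 given above. Ddx3y was also lowest of its group in both (113 and 70.4), so these genes do not decide whether a sample was mislabelled.

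Further genes were measured by the paper with other methods. Its RT-qPCR was scaled to spike-in RNA added per number of cells, and in part it covered other times. The paper gives Ccne1 as unchanged at rest and 3 h, and Ccne1 and E2f1 as raised only later. For Skp2 it reports a strong rise in late G1. The values below are from RNA sequencing, scaled to library size, and cannot be set directly against those. Values at rest and 3 h on the log2 scale were 0.33 and 0.40 for Ccnd2, 0.73 and 1.14 for Fosl2 (edgeR adjusted p at 3 h = 0.0313), 0.38 and 0.86 for Atf3 (0.0174 at 3 h), 1.29 and 0.44 for Egr2 (0.0222 at rest), 0.31 and 0.57 for Psen2 (0.00612 at 3 h), 0.16 and 0.29 for Rbpj, -0.17 and 0.08 for Notch2, 0.47 and 0.33 for Bcl2, -0.16 and -0.18 for Skp2, -0.09 and -0.13 for Ccne1, 0.01 and 0.31 for Myc, and 0.04 and 0.15 for Runx3. E2f1 changed by -0.27 at rest. Apart from the 4 genes with a p given here, none of them had an adjusted p under 0.05 at either time in edgeR's fit of all samples. Several resting values rest in part on replicate 2 of the resting Runx1 c-k/o cells. Without it they were 0.0341 for Ccnd2, 0.22 for Fosl2, 0.24 for Atf3, 0.80 for Egr2, 0.28 for Psen2 and 0.0356 for Rbpj. The resting value grew in size for Bcl2 (0.56) and E2f1 (-0.38). With DESeq2 and 1 RUVs factor, Notch2 at 3 h had an adjusted p of 0.00530 (0.0717 to 0.954 in the other alternatives), Psen2 at rest one of 0.0212 and Bcl2 at rest one of 0.00366. With 1 RUVs factor in edgeR, Psen2 and Bcl2 at rest had 0.0246 and 0.0498, and in the other alternatives they ran from 0.0951 to 0.508 and from 0.0981 to 0.752. The adjusted p was 0.05 or more in 7 of 14 alternatives for Fosl2 at 3 h (up to 0.153), in 4 of 14 for Atf3 at 3 h (up to 0.0963) and for Egr2 at rest (up to 0.123), and in 1 of 14 for Psen2 at 3 h (0.0581). Rbpj at 3 h passed in 3 of 14 (0.0154 to 0.0486, against 0.088 to 0.449 in the others). The Reactome set for NOTCH signaling had an NES of -0.732 at rest (permutation test, adjusted p = 0.933) and 0.969 at 3 h (permutation test, adjusted p = 0.504).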
